# Growth factor–induced activation of MSK2 leads to phosphorylation of H3K9me2S10 and corresponding changes in gene expression

**DOI:** 10.1126/sciadv.adm9518

**Published:** 2024-03-13

**Authors:** Karen G. Wong, Yu-Chia F. Cheng, Vincent H. Wu, Anna A. Kiseleva, Jun Li, Andrey Poleshko, Cheryl L. Smith, Jonathan A. Epstein

## Abstract

Extracellular signals are transmitted through kinase cascades to modulate gene expression, but it remains unclear how epigenetic changes regulate this response. Here, we provide evidence that growth factor–stimulated changes in the transcript levels of many responsive genes are accompanied by increases in histone phosphorylation levels, specifically at histone H3 serine-10 when the adjacent lysine-9 is dimethylated (H3K9me2S10). Imaging and proteomic approaches show that epidermal growth factor (EGF) stimulation results in H3K9me2S10 phosphorylation, which occurs in genomic regions enriched for regulatory enhancers of EGF-responsive genes. We also demonstrate that the EGF-induced increase in H3K9me2S10ph is dependent on the nuclear kinase MSK2, and this subset of EGF-induced genes is dependent on MSK2 for transcription. Together, our work indicates that growth factor–induced changes in chromatin state can mediate the activation of downstream genes.

## INTRODUCTION

A coordinated response to external stimuli is important for numerous cellular processes and the overall health of cells and organisms. Common extracellular signals such as growth factors, temperature changes, and environmental stress trigger signaling cascades that alter gene expression and modify cellular function. While the transcriptional effects of growth factor stimulation are well established, the impacts of signaling on chromatin organization that in turn directs changes in gene expression are not as well understood. Extracellular signaling can modulate transcription factors, but signaling has also been shown to lead to changes in histone modifications, which then promote variations in gene expression. For example, treating quiescent cells with various mitogens and growth factors results in rapid histone serine phosphorylation and transcriptional activation (*1*, *2*), and fluctuations in cellular metabolites modulate the activity of many DNA- and chromatin-modifying enzymes that use these metabolites as substrates or cofactors (*3*–*5*). Thus, the proper balance of and reception to external stimuli can have direct effects on regulating epigenetic modifications, and the mechanisms by which changes in chromatin organization result from extracellular signaling warrant further study.

Chromatin organization within the nucleus affects transcriptional regulation and is important for maintaining cellular function and identity (*6*–*10*). Posttranslational histone modifications are associated with the state of various genomic elements such as promoters, enhancers, or actively transcribed genes. Additionally, histone modifications are recognized by different chromatin-binding proteins that can recruit secondary enzymes and complexes to a particular site in the genome, enabling the cell to translate these modifications into changes in chromatin accessibility, transcriptional activity, or nuclear localization (*11*).

While chromatin-interacting proteins recognize specific histone modifications, a functional epitope within the histone tail may be driven by more than just a single modification. For example, phosphorylation of the serine-10 residue on histone H3 (H3S10) can diminish the binding affinity between HP1 and H3K9me3 both through steric hindrance and by disrupting hydrogen bonds in the binding pocket that stabilize the interaction (*12*–*14*). H3S10 phosphorylation has been shown to evict HP1 and other reader proteins from chromatin, allowing for chromatin condensation and mitosis to proceed (*15*). This dynamic shift in protein-chromatin interaction in response to the modification status of adjacent histone tail residues has been termed the “phospho-methyl switch” (*16*) and has been demonstrated in several other contexts. Phosphorylation of H3T3 reduces the binding of TFIID subunits to H3K4me3 and prevents transcription initiation (*17*), while the serotonylation of H3Q5 has been shown to enhance this binding (*18*). Further, the phosphorylation of H3T6 by PRKCβ prevents LSD1 from recognizing H3K4me1/2 as a target for demethylation during androgen receptor signaling, thereby prolonging androgen-dependent gene activation (*19*). Thus, the residues surrounding a histone modification are also crucial to epitope recognition and binding.

The histone modification H3K9me2 marks 30 to 50% of the genome, making it one of the most prevalent histone modifications in the cell (*20*). H3K9me2 is mainly associated with transcriptionally repressed, densely packed heterochromatin and forms domains of hundreds of kilobases, many of which overlap with lamina-associated domains (LADs) and are positioned at the nuclear periphery (*7*, *21*–*24*). Lamina-chromatin interactions have been widely demonstrated to regulate gene expression changes and lineage specification (*7*, *8*, *25*). Previous work has also demonstrated that a small subset of H3K9me2 domains do not interact tightly with lamina proteins [H3K9me2-only domains (KODs)] and are specifically enriched for enhancers (*26*). While regions of H3K9me2 are largely the same across different cell types, reduction of H3K9me2 at some lineage-specific genes and/or their regulatory elements has been shown to correlate with differentiation and changes in gene expression (*7*, *20*, *25*). However, the molecular mechanisms that mediate H3K9me2 levels, changes in nuclear localization, or increased accessibility to enable transcription of these regions are poorly understood.

Previous work from our group and others has shown that an H3K9me2/S10ph phospho-methyl switch facilitates large-scale detachment of H3K9me2-marked chromatin from the nuclear lamina at the onset of mitosis (*24*, *27*). Here, we describe an H3K9me2/S10ph switch that occurs during interphase in response to growth factor signaling. We show that epidermal growth factor (EGF) stimulation results in an increase in the cellular abundance of H3K9me2S10ph, and we identify MSK2 [ribosomal protein S6 kinase A4 (*RPS6KA4*)] as a nuclear kinase that mediates this phosphorylation. We describe a phosphorylation substrate, H3K9me2S10, that has not to our knowledge been previously linked to growth factor signaling in human cells, and we demonstrate the relevance of the combinatorial histone modification H3K9me2S10ph in transcriptional activation in response to EGF stimulation. Together, our results suggest a mechanism through which extracellular signals induce changes in the epigenetic landscape that ultimately affect gene expression and the cellular response to stimuli.

## RESULTS

### EGF stimulation leads to an increase in the cellular abundance of H3K9me2S10ph

To determine the effect of EGF stimulation on cellular levels of H3K9me2S10ph, we treated human lung fibroblast IMR90 cells with recombinant human EGF for 30 min and performed immunofluorescence (IF) staining for H3K9me2S10ph. We observed a significant increase of H3K9me2S10ph in EGF-treated cells compared to untreated [phosphate-buffered saline (PBS)] cells as quantified by signal intensity within the nucleus (Fig. 1A). This effect was not limited to IMR90 cells. A significant increase of H3K9me2S10ph was also induced by EGF in a distinct cell line, RPE1 (human retinal pigment epithelial) cells (fig. S1A).

**Fig. 1.**
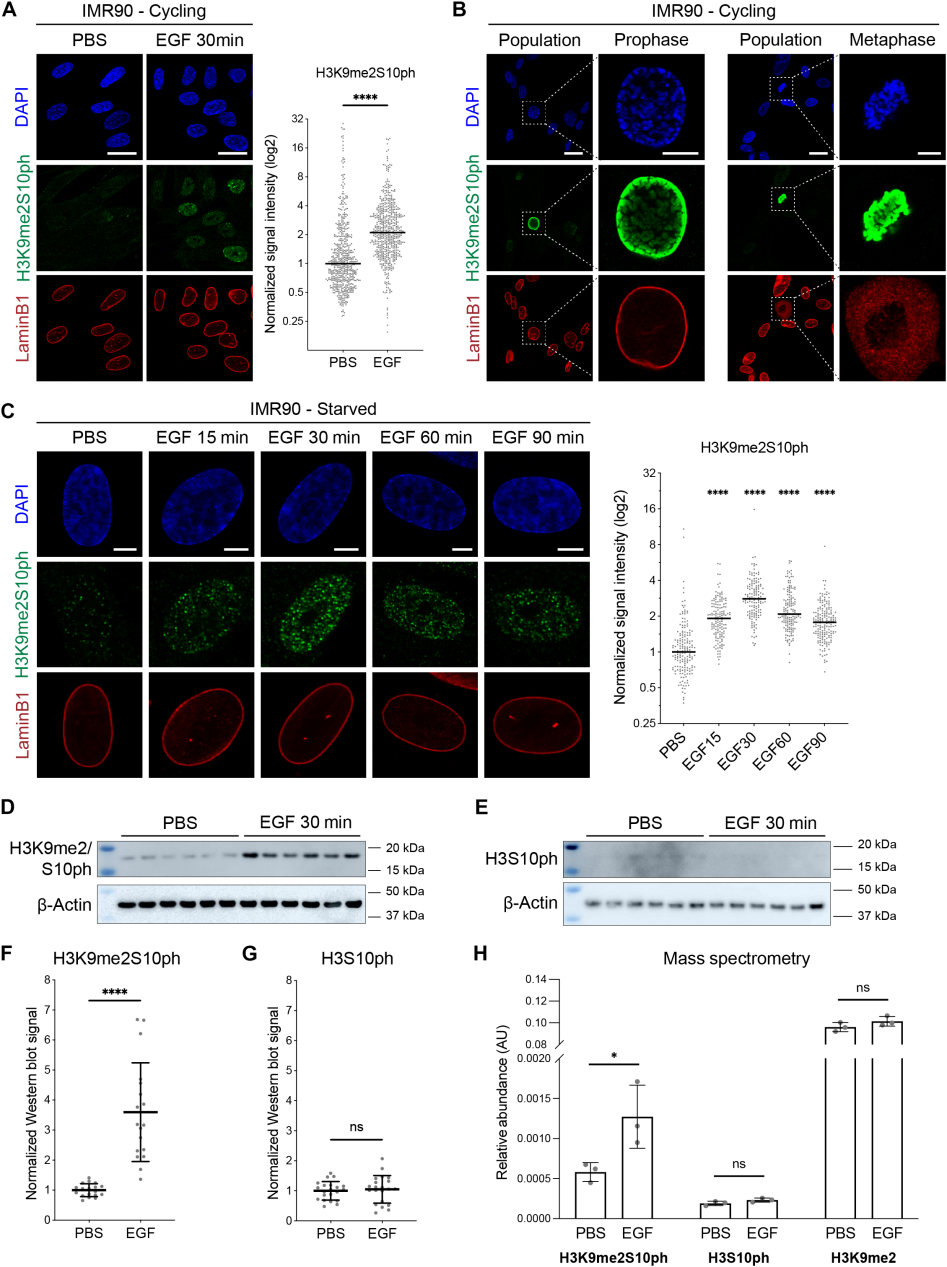
EGF stimulation leads to an increase in the cellular abundance of H3K9me2S10ph. (**A**) Representative confocal images of cycling IMR90 cells immunostained for H3K9me2S10ph (green) and lamin B1 (red) and counterstained with DAPI (blue). Cells were treated with PBS (vehicle control) or EGF for 30 min. Scale bars, 25 μm. Dot plot shows normalized H3K9me2S10ph signal intensities. Lines show median values. *n* ≥ 564 cells per condition. (**B**) Representative confocal images of cycling IMR90 cells immunostained as in (A). Inset shows an individual nucleus of a cell in prophase (left) or metaphase (right). Scale bars, 25 and 5 μm. (**C**) Representative confocal images of serum-starved IMR90 cells treated with EGF for the indicated times; staining and quantification as in (A). *n* ≥ 140 cells per condition. Scale bars, 5 μm. (**D** and **E**) Representative Western blots of IMR90 cells treated with PBS or EGF for 30 min and probed for (D) H3K9me2S10ph or (E) H3S10ph and loading control (β-actin). (**F** and **G**) Quantifications of Western blots shown in (D) and (E). H3K9me2S10ph and H3S10ph signals, normalized to loading control (β-actin), and the mean of the signal in the PBS samples. Lines indicate mean ± SD. *n* = 18 (D) and 21 (E) biological replicates per condition. (**H**) Quantification using mass spectrometry of posttranslational modifications of the H3 tail from histones isolated from IMR90 cells treated with PBS or EGF for 30 min. *n* = 3 biological replicates. Statistical analyses performed using unpaired *t* test [(A), (F), (G), and (H)] or two-way analysis of variance (ANOVA) (C). ****P < 0.0001; *P < 0.05; ns, not significant.

In both PBS- and EGF-treated samples, we observed a small population of cells with high H3K9me2S10ph that displayed characteristics of cells in mitosis (Fig. 1B). This is consistent with our previous work describing elevated H3K9me2S10ph levels in mitotic cells compared to interphase cells (*24*). To identify those cells in late G_2_-M phase, we performed IF for Aurora B kinase (AKB) in cycling cells. We excluded the AKB-positive cells and quantified H3K9me2S10ph signal in the remaining interphase cells with or without EGF treatment and recapitulated our result that EGF treatment leads to an increase in H3K9me2S10ph in interphase cells (fig. S1B). To focus our study on the effect of EGF on H3K9me2S10ph in interphase, we arrested cells in G_0_-G_1_ by serum starvation. Cells that were serum-starved for 24 hours and then treated with EGF for 30 min also showed a significant increase of H3K9me2S10ph by IF in both IMR90 (Fig. 1C) and RPE1 cells (fig. S1C). EGF stimulation of H3K9me2S10ph peaked at 30 min, after which there was a steady decrease (Fig. 1C). We note that this is not a result of EGF inducing cells to enter mitosis as EGF stimulation did not change the cell cycle profile of the cells (fig. S1D). Another growth factor, platelet-derived growth factor (PDGF), induced a similar significant increase in H3K9me2S10ph in serum-starved RPE1 cells (fig. S1E).

We confirmed EGF-induced changes in H3K9me2S10ph levels by Western blot analysis of serum-starved IMR90 cells following 30 min of EGF treatment. Consistent with the imaging experiments, we observed a significant increase in H3K9me2S10ph in the EGF-treated samples compared to untreated cells (Fig. 1, D and F). Since numerous studies have identified H3S10 as a common substrate for phosphorylation (*28*), we also examined H3S10ph levels before and after 30 min of EGF stimulation. We did not detect an increase of H3S10ph in response to EGF in that time frame (Fig. 1, E and G).

We validated the antibodies used to detect histone posttranslational modifications by probing peptides containing combinations of relevant H3 tail modifications. Each antibody was specific for only the given modification and displayed no cross-reactivity (fig. S1F). Specifically, the anti-H3K9me2S10ph antibody did not recognize H3S10ph; nor did the H3S10ph antibody bind to the H3K9me2S10ph peptide. This is consistent with previous antibody validation using a commercial histone peptide array (*7*, *24*).

To further validate our findings using an antibody-independent method, we performed mass spectrometry on acid-extracted histones from serum-starved IMR90 cells treated for 30 min with EGF and again detected higher levels of H3K9me2S10ph in the EGF-treated samples compared to untreated cells (Fig. 1H). In agreement with the Western blot results, mass spectrometry analysis showed no significant increase in H3S10ph in response to EGF, and total H3K9me2 levels also did not change (Fig. 1H). On the basis of IF, Western blot, and mass spectrometry, we conclude that EGF stimulation of interphase IMR90 cells induces phosphorylation of H3S10 when the adjacent lysine-9 is dimethylated, but not when lysine-9 is unmodified.

### EGF induction of H3K9me2S10ph is MSK2 dependent

EGF stimulation leads to a well-described signaling cascade that modulates numerous cellular responses by activating downstream kinases to phosphorylate transcription factors, histones, and other chromatin-interacting proteins (*29*–*31*). To identify a kinase responsible for EGF-dependent H3K9me2S10 phosphorylation, we tested the effect of different kinase inhibitors on H3K9me2S10ph levels in IMR90 cells (fig. S2A). Many of the inhibitors that reduced H3K9me2S10ph levels targeted kinases within the protein kinase A, G, and C (AGC) group, which includes the RSK/MSK kinase family (*32*). Kinases in this family have previously been shown to phosphorylate H3S10 (*33*–*35*). Given these results, we treated cells with SB747651A, a more specific inhibitor of the RSK/MSK family. Treatment of IMR90 cells with 5 μM SB747651A for 2 hours blocked the EGF-induced increase in H3K9me2S10ph (Fig. 2A).

**Fig. 2.**
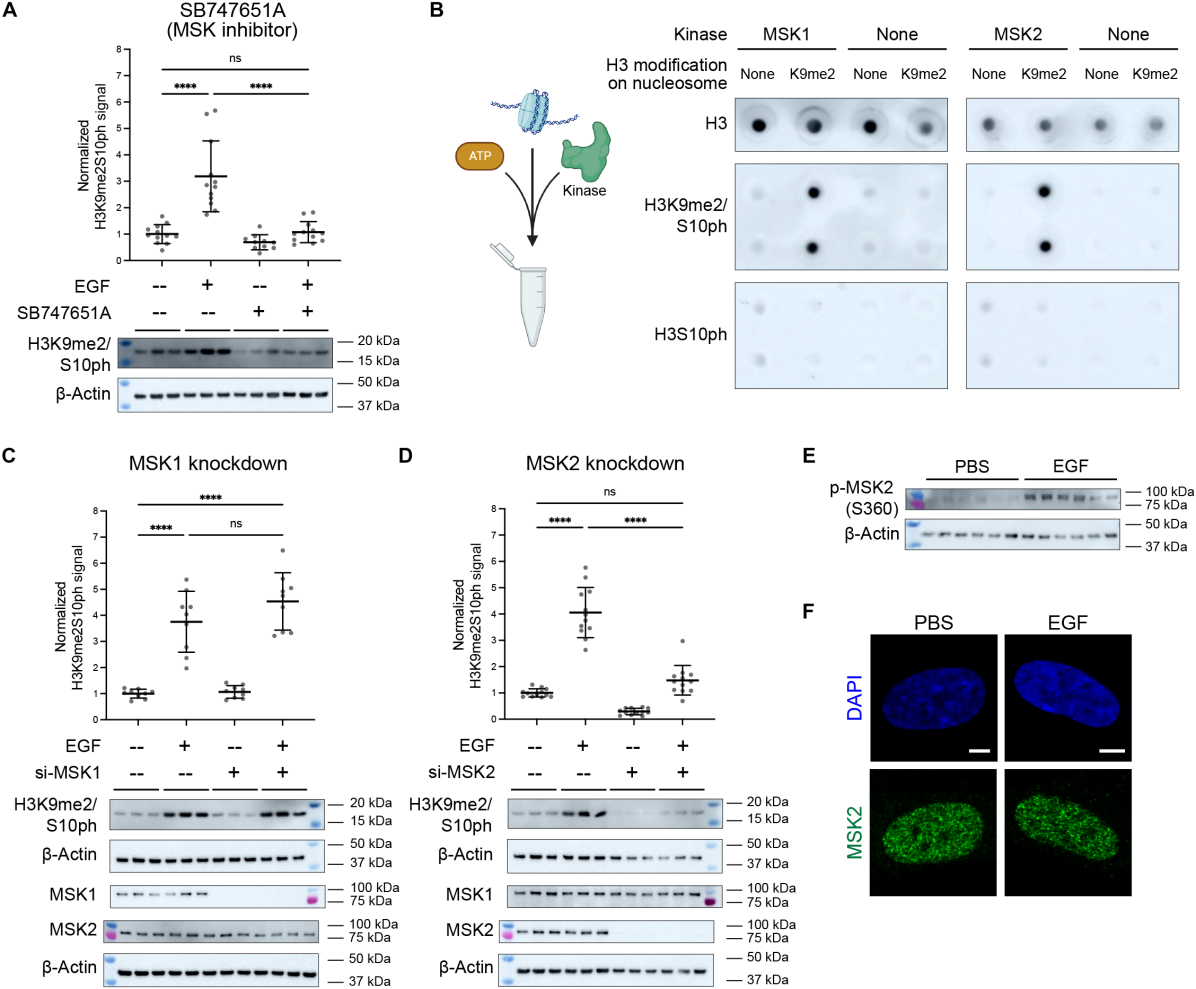
EGF induction of H3K9me2S10ph is MSK2 dependent. (**A**) Dot plot shows levels of H3K9me2S10ph measured by Western blots of serum-starved IMR90 cells treated with EGF or SB747651A compound (MSK inhibitor) as indicated. Measurements were normalized to loading control (β-actin) and the mean of the PBS sample. Lines indicate mean ± SD. *n* = 12 biological replicates per condition. Representative Western blots are shown below. (**B**) In vitro kinase assay in which active MSK1 or MSK2 was combined with ATP and recombinant nucleosomes with unmodified H3 tails (“None”) or dimethylated at Lys^9^ (“K9me2”). Immunoblots of each reaction were probed using antibodies to each histone modification as indicated. Schematic (left) created with BioRender. (**C**) Dot plot shows levels of H3K9me2S10ph measured by Western blots of serum-starved IMR90 cells treated with EGF and MSK1-targeting siRNA, as indicated. Measurements were normalized to loading control (β-actin) and the mean of the PBS sample. Lines indicate mean ± SD. *n* = 12 biological replicates per condition. Representative Western blots are shown below. (**D**) Dot plot shows levels of H3K9me2S10ph measured by Western blot from serum-starved IMR90 cells treated with EGF and MSK2-targeting siRNA, as indicated. Measurements were normalized to loading control (β-actin) and the mean of the PBS sample. Lines indicate mean ± SD. *n* = 9 biological replicates per condition. Representative Western blots are shown below. (**E**) Western blot for phospho-MSK2 (Ser^360^) and loading control (β-actin) from serum-starved IMR90 cells untreated (PBS) or treated with EGF for 30 min. (**F**) Representative confocal images of serum-starved IMR90 cells, untreated (PBS) or treated with EGF for 30 min, immunostained for MSK2 (green), and counterstained for DAPI (blue). Scale bars, 25 μm. Statistical analyses performed using two-way ANOVA. ****P < 0.0001.

It has been demonstrated that MSK1 phosphorylates H3S10 (*35*, *36*), but it has not been shown whether MSK1 or MSK2 can phosphorylate H3S10 when the adjacent residue is dimethylated (H3K9me2S10). We therefore tested the sufficiency of specific kinases to phosphorylate H3S10 in the context of nucleosomes with different modifications in an in vitro assay. Using nucleosome preparations in which the histone H3 tails were either unmodified (“None”) or dimethylated at the lysine-9 residue (“K9me2”), we mixed activated forms of MSK1 or MSK2 with adenosine triphosphate (ATP) and nucleosomes and assessed the resulting histone modifications by immunoblot. We found that both MSK1 and MSK2 were able to phosphorylate H3S10 when lysine-9 is dimethylated (Fig. 2B). Both kinases also showed a low but detectable ability to phosphorylate H3S10 when lysine-9 is unmodified. We cannot draw any conclusions regarding the relative activity of the kinases toward either substrate because we used different antibodies to detect H3S10ph or H3K9me2S10ph, but our data indicate that both MSK1 and MSK2 are able to phosphorylate H3K9me2S10.

Having demonstrated that both MSK1 and MSK2 are sufficient to phosphorylate H3K9me2S10 in vitro, we next asked whether either was necessary for H3K9me2S10 phosphorylation in response to EGF. We tested the impact of small interfering RNA (siRNA)–mediated knockdown of each kinase on the EGF-induced H3K9me2S10ph levels. While knockdown of MSK1 had no detectable effect on H3K9me2S10ph levels (Fig. 2C), MSK2 knockdown in IMR90 cells prevented the EGF-induced H3K9me2S10 phosphorylation (Fig. 2D). Neither MSK2 knockdown alone nor EGF stimulation in MSK2 knockdown cells changed the cell cycle profile of the cells (fig. S2B). Knockdown of MSK2 also prevented both the EGF- and PDGF-induced increase of H3K9me2S10ph in RPE1 cells (fig. S2, C and D).

To confirm that MSK2 can be activated by EGF stimulation, we treated cells with EGF for 30 min and performed Western blot for phospho-MSK2 (Ser^360^). The serine-360 residue of MSK2 is an autophosphorylation target required for activation of the N-terminal kinase domain, which phosphorylates downstream substrates of MSK2 (*37*, *38*). We observed an increase in phospho-MSK2 (Ser^360^) upon EGF stimulation, indicating that EGF can activate MSK2 in our system (Fig. 2E). Together, results of the MSK2 knockdown, in vitro kinase experiments, and assessment of EGF-induced activation led us to conclude that MSK2 is required for the cellular increase in H3K9me2S10ph following EGF stimulation in interphase.

To examine the cellular localization of MSK2, we performed IF and observed MSK2 primarily within the nucleus of both untreated and EGF-treated cells (Fig. 2F and fig. S2E). Its nuclear localization suggests that MSK2 acts downstream of canonical extracellular signal–regulated kinase (ERK) signaling in response to EGF, and consistent with this, the knockdown of MSK2 did not affect the activation of canonical EGF-responsive kinase cascade members such as ERK1/2, p90RSK, c-Raf, or MEK1/2 [mitogen-activated protein kinase (MAPK) kinase 1/2] (fig. S2F). Thus, although both MSK1 and MSK2 are capable of phosphorylating H3K9me2 on serine-10, MSK2 appears to be responsible for EGF-dependent stimulation of H3K9me2S10 in interphase IMR90 and RPE1 cells.

### A subset of EGF-induced transcriptional activation is MSK2 dependent

We next asked whether any EGF-induced gene expression changes were dependent on MSK2. To do this, we first determined which genes were altered in expression level in serum-starved IMR90 cells when treated with EGF. 

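RNA was sequenced from IMR90 cells, a line of human lung fibroblasts, that had been transfected with control siRNA and starved of serum for 24 h. There were 4 libraries of cells given PBS, 4 of cells given 750 pM EGF for 30 min and 3 of cells given EGF for 60 min. The authors made cDNA with the SMART-Seq v4 kit and libraries with Nextera XT, which do not mark the strand. They aligned the reads with STAR 2.7.9a to hg38 and counted reads per gene with HTSeq 0.13.5, and the deposited values are these raw counts. Counts assigned to genes ranged from 7893209 to 22244216 per library (median 14223066) after PBS. The range was 12273465 to 17327189 (median 14740830.5) after 30 min of EGF and 12169509 to 17467101 (median 15832262) after 60 min. Library sizes were scaled by TMM in edgeR, and normalized values are given as CPM. A gene was tested when it had more than 10 CPM in at least 2 of the 22 libraries of the whole data set, which kept 9770 genes. All 22 libraries entered 1 quasi-likelihood fit, and a gene passed at a Benjamini-Hochberg adjusted P under 0.05, with no minimum fold change. In simulated counts with these library sizes, the test for 60 min of EGF recovered 70.6% of genes changed by 0.5 on the log2 scale and 99.5% of those changed by 1. The P values cover only the spread between these libraries of 1 cell line.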

We isolated and sequenced RNA from untreated (PBS) cells and from cells following 30 or 60 min of EGF stimulation. Analysis of relative transcript abundance among these populations revealed significant changes in 75 genes after 30 min of EGF stimulation, 73 of which increased in expression. Many of these genes were canonical immediate-early response genes such as *FOS*, *JUNB*, and *EGR2* (Fig. 3, A and D, and table S1). 

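The genes that rose at 30 min code mostly for transcription factors, for inhibitors of growth factor signaling and for secreted factors. KLF2, a zinc finger transcription factor, rose by a log2 fold change of 2.59 (SE 0.15, adjusted P = 7.76e-13 from edgeR). ZFP36, which binds AU-rich elements and speeds the decay of short-lived mRNAs, rose by a log2 fold change of 2.51 (SE 0.10, adjusted P = 6.53e-17). DUSP2 and DUSP1, phosphatases that inactivate MAP kinases, had log2 fold changes of 2.15 (SE 0.18, adjusted P = 2.41e-09) and 1.75 (SE 0.08, adjusted P = 5.83e-15). Of 29 genes of negative feedback on growth factor signaling, 10 rose (13 when adjusted over the list alone), SPRY2 with a log2 fold change of 0.77 among them. Of 26 secreted growth factors and cytokines, 6 rose (10 when adjusted over the list alone), including the matricellular protein CCN1 with a log2 fold change of 1.26 and GDF15 with 1.21. In the set test with an estimated correlation, adjusted P was 1.84e-09 for the feedback genes and 2.07e-08 for the secreted factors. Of 21 target genes of YAP and TEAD, 4 rose (4 when adjusted over the list alone), CCN2 with a log2 fold change of 0.66 among them, and the set test gave adjusted P = 0.00149 with an estimated correlation. Smaller numbers passed among 20 targets of NF-kB (3, also 3 over the list alone) and 23 targets of p53 (3, and 6 over the list alone). PPP1R15A, a phosphatase subunit that ends the integrated stress response, was the 1 gene of 19 in that list that passed (4 over the list alone), with a log2 fold change of 0.55. The median of 20 interferon-stimulated genes was −0.21, and these did not pass in edgeR, 2 being lower at an unadjusted P under 0.05. Their set test gave adjusted P = 0.0021 with the preset correlation and 0.518 with an estimated correlation. In all, 60 genes rose at 30 min and none fell in edgeR. At an unadjusted P under 0.05, 279 genes were higher and 206 were lower. Chance alone brings a share of about 0.05 of the 9770 genes under this limit, so these counts are not by themselves evidence of change. The exact tests of edgeR and DESeq2 each called 2 genes lower, and 5 were lower when PBS replicate 4 was left out. In simulated counts, 6.76% of the genes called by the exact test with TMM and 12.5% of those called by DESeq2 were false.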

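Most of the immediate-early transcription factors rose within 30 min and were still above PBS at 60 min. FOS, a subunit of the AP-1 transcription factor, peaked at 30 min, whereas JUNB, another AP-1 subunit, and EGR2, a zinc finger transcription factor, went on rising. FOS (ENSG00000170345) lies on chromosome 14 of GRCh38 from 75278826 to 75282230. Its level was 11.5 ± 1.42 CPM (SD, n = 4) after PBS, 185 ± 19.3 CPM (SD, n = 4) at 30 min and 72.0 ± 3.55 CPM (SD, n = 3) at 60 min. The log2 fold change at 30 min was 4.01 (SE 0.13, adjusted P = 6.73e-19 from edgeR). JUNB (ENSG00000171223) lies on chromosome 19 from 12791486 to 12793315, where it overlaps HOOK2 in the annotation. It went from 64.2 ± 10.9 CPM (SD, n = 4) to 230.2 ± 8.66 CPM (SD, n = 4) and 352 ± 27.4 CPM (SD, n = 3), a log2 fold change at 30 min of 1.84 (SE 0.10, adjusted P = 9.7e-14). EGR2 (ENSG00000122877) lies on chromosome 10 from 62811996 to 62819167 and overlaps ENSG00000289487, a gene without a symbol. It went from 15.7 ± 1.87 CPM (SD, n = 4) to 61.0 ± 6.36 CPM (SD, n = 4) and 172 ± 6.16 CPM (SD, n = 3), a log2 fold change at 30 min of 1.95 (SE 0.10, adjusted P = 1.18e-14). Of 26 immediate-early transcription factors, 18 rose at 30 min (25 when adjusted over the list alone) and 25 rose at 60 min (26 over the list alone). Their set test gave adjusted P = 1.43e-10 at 30 min and 1.2e-11 at 60 min with an estimated correlation.

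**Figure D1:**
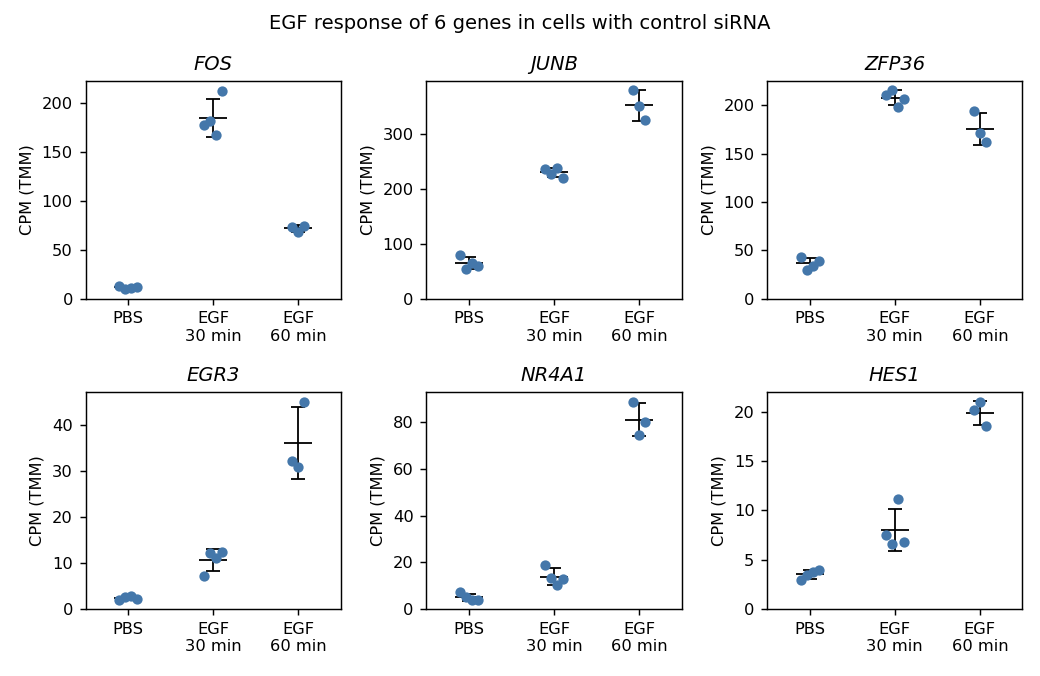
CPM scaled by TMM of FOS, JUNB, ZFP36, EGR3, NR4A1 and HES1 in cells with control siRNA after PBS, 30 min of EGF or 60 min of EGF. Points are libraries, bars are means and whiskers are SDs. FOS is highest at 30 min, and the mean of NR4A1 goes from 5.2 CPM after PBS to 80.9 CPM at 60 min.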

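At 60 min, NR4A1 and PTGS2 were among the genes with the largest rises, and 15 genes were lower than after PBS. NR4A1, an orphan nuclear receptor that shares its locus with the antisense gene NR4A1AS, had a log2 fold change of 3.90 (SE 0.18, adjusted P = 8.22e-16 from edgeR). PTGS2, the inducible cyclooxygenase, had a log2 fold change of 2.77 (SE 0.23, adjusted P = 5.43e-10). RGS2, which limits signaling by G proteins, fell by 1.09 on the log2 scale (SE 0.11, adjusted P = 1.1e-08). CDKN1B, which codes for the cell cycle inhibitor p27, fell by 0.76 (SE 0.20, adjusted P = 0.0339), and the interferon-stimulated gene IFIT3 fell by 1.13 (SE 0.28, adjusted P = 0.0206). By whole gene spans, IFIT3 overlaps LIPA, CDKN1B overlaps GPR19 and RGS2 overlaps ENSG00000285280. Whether their exons overlap was not tested, and only reads in a shared part cannot be told apart without strand. In all, 244 genes rose and 15 fell, and at an unadjusted P under 0.05 there were 667 higher and 426 lower genes. The number of lower genes depended on single libraries, with 5 left without PBS replicate 4 and 9 without EGF replicate 1. It ranged from 4, with only the compared groups in the fit, to 41 without a filter on low counts. Of the 60 genes higher at 30 min, 58 were also higher at 60 min and the other 2 did not pass. The comparisons share the PBS libraries. Independent lists of these sizes would share 1.5 genes, and simulated counts with no effect of EGF shared at most 1 in 50 runs. A median of 0 genes was called at either time in those runs, so they cannot show how many the shared libraries add. With the 4 PBS libraries split between the comparisons, 40 to 55 genes were higher at both times (median 43.5 over 6 splits).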

After 60 min of EGF stimulation, 68 of these 73 genes were still significantly up-regulated, and an additional 219 genes were significantly up-regulated compared to the untreated samples (Fig. 3, B and D, and table S1). 

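Besides transcription factors, the genes higher after 60 min of EGF included feedback inhibitors, secreted factors and targets of YAP and TEAD. Lists can share genes, such as CCN1 in the last 2 of these, so their counts and set tests are not independent. SPRY2, an inhibitor of receptor tyrosine kinase signaling, had a log2 fold change of 1.97, and DUSP1 had one of 2.81 (SE 0.09, adjusted P = 1.93e-19 from edgeR). Of 29 genes of negative feedback on growth factor signaling, 16 rose (18 when adjusted over the list alone), with adjusted P = 8.04e-11 for the set with an estimated correlation. The cytokine LIF and the growth factor GDF15 had log2 fold changes of 2.07 and 2.14, and 14 of 26 secreted growth factors and cytokines rose (15 over the list alone, adjusted P = 1.67e-10 with an estimated correlation). Among 21 targets of YAP and TEAD, 5 rose (6 over the list alone, adjusted P = 1.33e-05 with an estimated correlation), including F3, which codes for tissue factor, with a log2 fold change of 1.15, and the kinase gene NUAK2 with 1.88. Among 20 targets of NF-kB, 7 rose (7 over the list alone, adjusted P = 0.0124 with an estimated correlation), including the chemokine gene CXCL8 and NFKBIZ, with log2 fold changes of 1.88 and 1.62. Among 23 targets of p53, 7 rose (10 over the list alone, adjusted P = 1.96e-05 with an estimated correlation), including PMAIP1, which promotes apoptosis, with a log2 fold change of 1.29. Genes of the unfolded protein and integrated stress responses rose in 4 of 19 cases (5 over the list alone, adjusted P = 0.0128 with an estimated correlation), such as CEBPB with a log2 fold change of 0.54. Of 20 interferon-stimulated genes, IFIT3 alone passed and was lower (7 were lower over the list alone), and the median was −0.54. The set's adjusted P was 4.03e-06 with the preset correlation and 0.328 with an estimated correlation. Few members passed in several other lists. These were ZYX of 25 actin cytoskeleton genes regulated by SRF (4 over the list alone), TIMP3 of 26 fibroblast and matrix genes and KRT18 of 3 epithelial markers. In the list of 21 genes for H3K9 methylation and the lamina, PIM1 passed, a kinase that the paper cites for H3S10 phosphorylation. Of 15 transcripts of the mitochondrial genome, MT-RNR2 was lower, with a log2 fold change of −0.49 (adjusted P = 0.0369), and nuclear copies of it may share its reads. The 14 genes of S phase and mitosis and the 24 genes of the EGF receptor to ERK cascade did not pass in edgeR, where an unadjusted P under 0.05 was reached by 2 lower genes of the former and 2 higher genes of the latter. The endothelial marker TEK did not pass either, and leukocyte markers were too low to be tested. The gene set named in the legend of Fig. 3C was not analysed here.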

We performed gene set enrichment analysis (GSEA) and observed that the highest enrichment score corresponded with a dataset of EGF-stimulated gene expression (*39*) (normalized enrichment score = 2.146, adjusted *P* = 2.26 × 10^−19^; Fig. 3C), consistent with the differential gene expression signature that we expected.

**Fig. 3.**
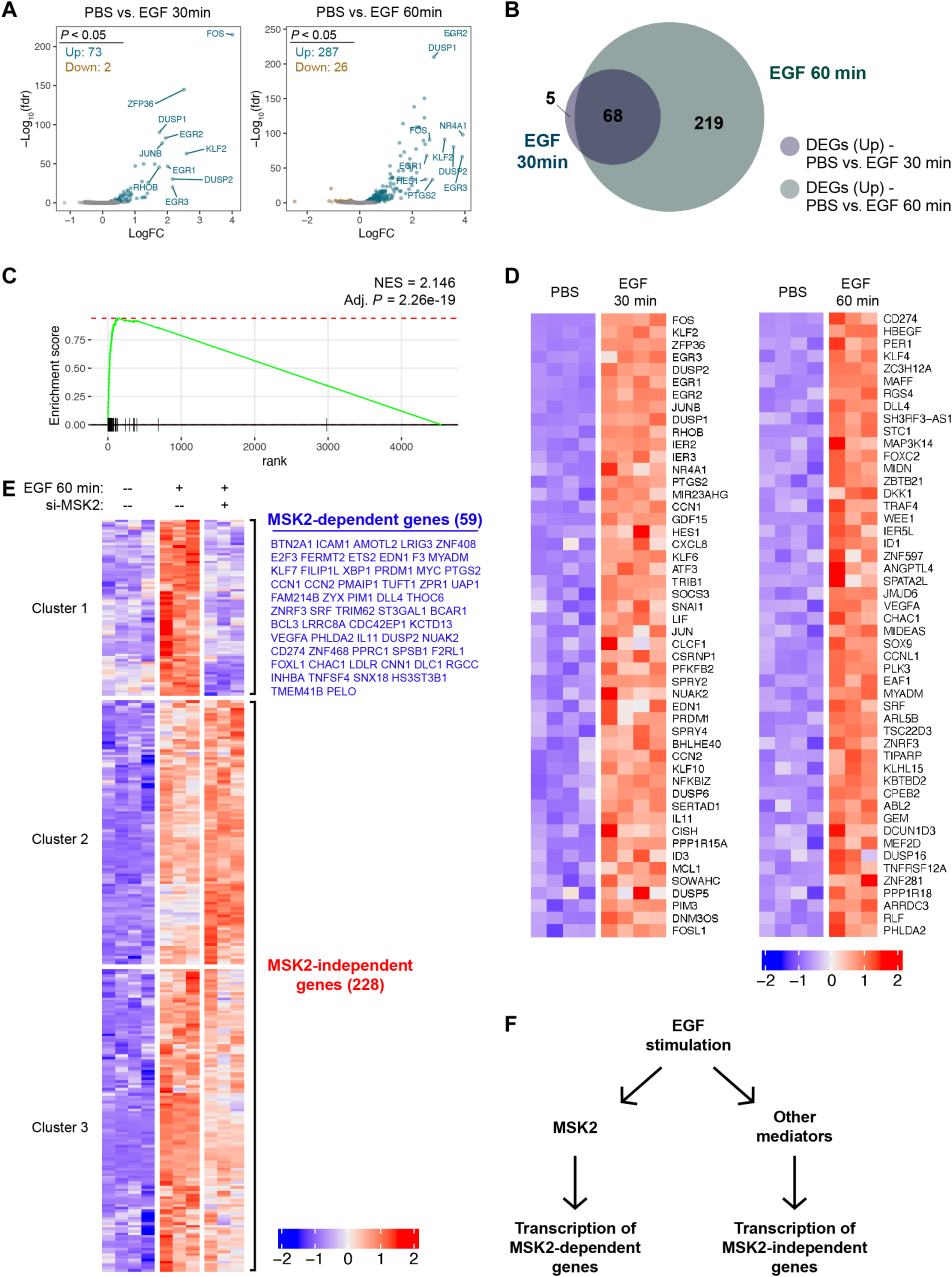
A subset of EGF-induced transcriptional activation is MSK2 dependent. (**A**) Volcano plots showing the differential gene expression patterns of serum-starved IMR90 cells treated with EGF for 30 or 60 min. Up-regulated genes (log fold change > 0.5; adjusted *P* < 0.05; green), down-regulated genes (log fold change < 0; adjusted *P* < 0.05; brown). (**B**) Venn diagram depicting the overlap of genes that are significantly up-regulated as measured after EGF treatment of 30 or 60 min. (**C**) GSEA enrichment plot on genes up-regulated after 60 min of EGF treatment compared to PBS in serum-starved IMR90 cells. Normalized enrichment score (NES) and adjusted *P* value are shown for the NAGASHIMA_EGF_SIGNALING_UP gene set in the C2 category of Molecular Signatures Database (MSigDB). (**D**) Heatmaps display normalized expression for differentially expressed genes (DEGs; adjusted *P* < 0.05 and ranked by descending log fold change). Left panel shows the top 50 DEGs after 30 min of EGF treatment. Right panel shows the top 50 DEGs unique to 60 min of EGF treatment. Colors are scaled by row in each heatmap. (**E**) Heatmap of all significant DEGs (adjusted *P* < 0.05) between PBS control, EGF 60-min treatment, and EGF 60-min treatment in cells with MSK2 knockdown. DEGs were grouped into clusters via hierarchical clustering based on gene expression across the three different conditions. The top cluster of genes was additionally tested for significant differential expression (adjusted *P* < 0.05) after 60 min of EGF treatment with or without MSK2 knockdown. These MSK2-dependent genes (*n* = 59) are labeled in blue next to the top cluster. Colors are scaled by row in each heatmap. (**F**) Schematic showing that a subset of EGF-stimulated transcription is activated through MSK2.

We next interrogated the requirement of MSK2 for transcriptional changes of EGF-responsive genes by performing RNA sequencing on EGF-stimulated cells that were transfected with MSK2 siRNA. 

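MSK2 is encoded by RPS6KA4, which lies on chromosome 11 of GRCh38 from 64359148 to 64372215 and overlaps MIR1237 in the annotation. Its mRNA was lower with MSK2 siRNA after every treatment. The level after PBS was 20.3 ± 6.31 CPM (SD, n = 4) with control siRNA and 2.5 ± 0.958 CPM (SD, n = 4) with MSK2 siRNA, which is 87.7% lower. After 30 min of EGF it was 18.4 ± 2.96 CPM (SD, n = 4) and 2.64 ± 0.402 CPM (SD, n = 4), which is 85.6% lower. After 60 min it was 21.4 ± 4.77 CPM (SD, n = 3) and 2.92 ± 0.754 CPM (SD, n = 3), which is 86.3% lower. Its log2 fold changes were −3.05 (SE 0.24, adjusted P = 1.68e-10 from edgeR) after PBS and −2.86 (SE 0.28, adjusted P = 1.09e-08) at 60 min. The groups did not overlap at any time (2-sided exact permutation test of log2 CPM, P = 0.029 after PBS, P = 0.029 at 30 min and P = 0.1 at 60 min, the smallest that 3 against 3 libraries allow). RPS6KA5, which codes for the paralog MSK1, did not pass at 60 min (log2 fold change 0.25, adjusted P = 0.4) or after PBS (0.15, adjusted P = 0.585). At 30 min it was higher with MSK2 siRNA (log2 fold change 0.46, SE 0.17, adjusted P = 0.0358), although the libraries of the siRNAs overlapped. The data set has 11 libraries of IMR90 cells with MSK2 siRNA, namely 4 after PBS, 4 after 30 min of EGF and 3 after 60 min, beside the 11 with control siRNA. Cells received 10 nM siRNA from the ON-TARGETplus line, whose sequences the paper's text does not give, for 72 h in all. Counts assigned to genes per library were 12236060 to 20986133 (median 14191926) after PBS, 14895865 to 16562318 (median 15745785) at 30 min and 12601179 to 16787564 (median 13229228) at 60 min. RPS6KA4 itself rested on 27 to 49 counts per library with MSK2 siRNA at 60 min and on 299 to 317 with control siRNA. The libraries were processed and tested in the same fit as those with control siRNA, and 57.7% of simulated genes changed by 0.5 on the log2 scale and 98.5% of those changed by 1 were recovered in the comparison of the siRNAs at 60 min.

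**Figure D2:**
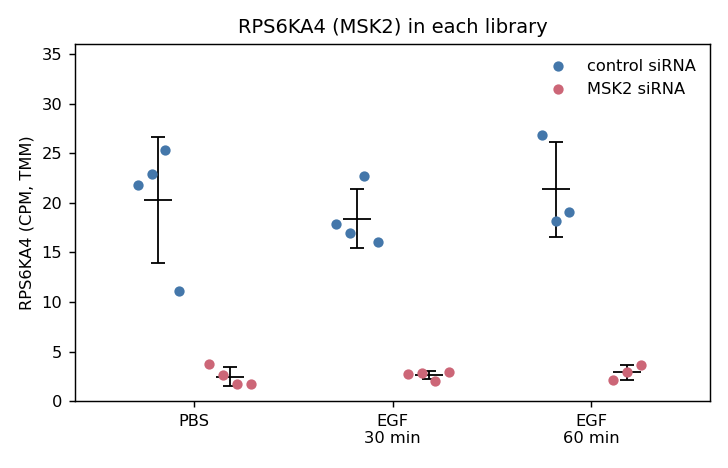
CPM of RPS6KA4 in each library after PBS, 30 min of EGF or 60 min of EGF, with control siRNA or MSK2 siRNA. Points are libraries, bars are means and whiskers are SDs. The means with MSK2 siRNA lie between 2.5 and 2.92 CPM.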

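At 60 min of EGF, MSK2 siRNA lowered genes of cholesterol metabolism, the actin cytoskeleton and secreted factors and raised targets of p53. The same lists moved in the same direction after PBS, without EGF. INSIG1, which restrains cholesterol synthesis, had a log2 fold change of −1.45. Of 18 genes of cholesterol synthesis and uptake, 15 fell (17 when adjusted over the list alone, adjusted P = 8.34e-07 for the set with an estimated correlation). ACTG2, a smooth muscle actin, fell by 1.96 on the log2 scale (SE 0.08, adjusted P = 9.03e-17 from edgeR), although near-identical actin genes leave reads between them uncertain. Of 25 actin cytoskeleton genes regulated by SRF, 16 fell (17 over the list alone, adjusted P = 0.000494 with an estimated correlation). The neuropeptide gene GAL had the largest rise, with a log2 fold change of 2.65 (SE 0.13, adjusted P = 1.54e-14), followed by ANGPTL4, an inhibitor of lipoprotein lipase, with 2.30. Among 26 secreted growth factors and cytokines, 13 fell, such as IL11, and 3 rose, such as CXCL12 with a log2 fold change of 1.26 (14 and 4 over the list alone, adjusted P = 0.000494 with an estimated correlation). Of 21 targets of YAP and TEAD, 11 fell and 1 rose (11 and 2 over the list alone, adjusted P = 0.000582 with an estimated correlation), CCN1 falling by 0.84 on the log2 scale. SESN1, a stress-induced regulator of metabolism, and CDKN1A, the cell cycle inhibitor p21, had log2 fold changes of 0.80 and 0.53, and 11 of 23 targets of p53 rose while 2 fell (13 and 2 over the list alone, adjusted P = 0.00157 with an estimated correlation). HSPA5, a chaperone of the endoplasmic reticulum, fell by 0.67, as did 9 of 19 genes of the unfolded protein and integrated stress responses, while 1 rose (9 and 1 over the list alone, adjusted P = 0.00243 with an estimated correlation). TK1 and CCNE1, which act at entry to S phase, fell by 1.74 and 1.21. Of 14 genes of S phase and mitosis, 6 fell and 2 rose (7 and 2 over the list alone, adjusted P = 0.0476 with an estimated correlation). By flow cytometry of starved cells, the paper reports an unchanged cell cycle profile with MSK2 siRNA, with or without EGF (fig. S2B). Set tests with the preset correlation also called 20 targets of NF-kB (7 lower, 11 over the list alone), 26 immediate-early factors (8 lower and 2 higher, 10 and 2 over the list alone) and 15 mitochondrial transcripts (3 higher, also 3 over the list alone). With an estimated correlation their adjusted P values were 0.15, 0.248 and 0.513. In lists whose set tests did not pass, 6 of 29 feedback genes fell and 3 rose (9 and 4 over the list alone), and 8 of 26 fibroblast and matrix genes fell and 3 rose (10 and 3 over the list alone). Of 24 genes of the ERK cascade 2 fell, and of 20 interferon-stimulated genes 2 rose. In the list of 21 genes for H3K9 methylation and the lamina, 2 fell, the kinase gene PIM1 among them, and 2 rose. The endothelial marker TEK had a log2 fold change of −1.81. Mitochondrial transcripts made up 1.31 ± 0.238% of counts (SD, n = 3) with control siRNA and 1.88 ± 0.065% (SD, n = 3) with MSK2 siRNA. In all, 915 genes were higher and 982 were lower with MSK2 siRNA. Of these, 704 were also higher and 825 also lower with MSK2 siRNA after PBS, so most of these differences were present without EGF.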

For the 287 genes that were significantly up-regulated after 60 min of EGF stimulation, we compared the transcript levels among the three conditions (untreated, EGF treated for 60 min, and EGF treated for 60 min with MSK2 knockdown). 

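Genes that rose with EGF and were lower with MSK2 siRNA at 60 min included DUSP2, F3, PTGS2 and the Notch ligand gene DLL4. DUSP2 had a log2 fold change between the siRNAs of −1.72 (SE 0.18, adjusted P = 5.99e-08 from edgeR). Tissue factor, encoded by F3, had one of −1.65 (SE 0.07, adjusted P = 1.03e-15), from a mean of 1060 CPM with control siRNA to 338 CPM with MSK2 siRNA. The AP-1 subunits JUNB and FOS were lower too, with log2 fold changes of −0.73 and −0.54, as was NR4A1 with −0.82. HES1, a transcriptional repressor downstream of Notch, was higher with MSK2 siRNA, with a log2 fold change of 0.55. EGR2 (−0.17, adjusted P = 0.247) and EGR1 (−0.39, adjusted P = 0.0614) did not pass. Of the 244 genes higher at 60 min, 71 were lower with MSK2 siRNA at 60 min and 16 were higher (82 and 21 when adjusted over the list alone), and 173 were not lower. Both comparisons use the same 3 libraries of EGF with control siRNA, with opposite sign. Independent lists of these sizes would share 24.5 genes that were higher with EGF and lower with the siRNA, and 22.9 that were higher in both. In 50 simulated runs with no effect of the siRNA, at most 1 gene was higher with EGF and lower with the siRNA, but a median of 0 genes were lowered by the siRNA at all. The 3 libraries are too few to be split between the comparisons, so part of the excess over independent lists may come from sharing them.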

Hierarchical clustering of the datasets revealed that one of the clusters contained genes that were activated by EGF but were not similarly activated in the setting of MSK2 knockdown. 

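PTGS2, which codes for the inducible cyclooxygenase, and DLL4, which codes for a Notch ligand, were raised by EGF with control siRNA and were far lower at 60 min with MSK2 siRNA. The level of PTGS2 (ENSG00000073756), on chromosome 1 of GRCh38 from 186671791 to 186680922, was 5.79 CPM (n = 4) after PBS, 39.3 ± 1.13 CPM (SD, n = 3) at 60 min and 11.0 ± 2.77 CPM (SD, n = 3) at 60 min with MSK2 siRNA. DLL4 (ENSG00000128917), on chromosome 15 from 40929340 to 40939073, had 9.73 ± 1.15 CPM (SD, n = 4), 23.1 ± 1.97 CPM (SD, n = 3) and 5.24 ± 1.31 CPM (SD, n = 3). Both were already lower after PBS with MSK2 siRNA, at 1.58 CPM for PTGS2 and 2.08 CPM for DLL4 (n = 4). From there PTGS2 rose at 60 min by a log2 fold change of 2.74, against 2.77 with control siRNA, and the difference was −0.02 (SE 0.45). The antisense gene PACERR overlaps PTGS2. Hierarchical clustering of the 244 genes by CPM scaled by row, cut into 3 clusters, gave a cluster of 63 genes that were high only at 60 min with control siRNA. Its mean row-scaled level was −0.571 after PBS, 1.29 at 60 min and −0.532 at 60 min with MSK2 siRNA. Of these 63 genes, 57 were lower with MSK2 siRNA at 60 min. Another cluster held 148 genes, 14 of them lower with MSK2 siRNA. The third held 33 genes, none of them among the lowered genes, with mean row-scaled levels of −1, 0.189 and 1.15. The clusters depended on the scale. With log2 CPM they held 41, 153 and 50 genes, of which 38, 13 and 20 were lower with MSK2 siRNA.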

Within that cluster, we confirmed that the EGF-induced expression of 59 genes was significantly prevented by MSK2 knockdown, and we termed these MSK2-dependent genes (Fig. 3, E and F, and table S2). 

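The 59 genes include DLL4, PTGS2, F3 and CHAC1, which codes for an enzyme that degrades glutathione. DLL4 had a log2 fold change between the siRNAs at 60 min of −2.15 (SE 0.19, adjusted P = 2.78e-09 from edgeR), and PTGS2 had one of −1.83 (SE 0.24, adjusted P = 2e-06). CHAC1 fell by 1.74 on the log2 scale (SE 0.15, adjusted P = 8.84e-10). The smallest difference was that of XBP1, a transcription factor of the unfolded protein response, which fell by 0.27 (SE 0.07, adjusted P = 0.00932). All 59 genes were lower with MSK2 siRNA at 60 min (59 also when adjusted over the list alone, median −0.64). Their set test with an estimated correlation gave P = 1.02e-07. Because the list was chosen on these libraries, this is not independent evidence. Of the 59 genes, 50 were higher after 60 min of EGF with control siRNA in edgeR's quasi-likelihood test (59 over the list alone, median 0.53), and 9 were higher at 30 min (17 over the list alone, median 0.16). The PBS libraries with MSK2 siRNA were not used to choose the list. After PBS, 44 of the 59 genes were already lower with MSK2 siRNA (51 over the list alone, median −0.52). Their set test with an estimated correlation gave P = 1.08e-06. With MSK2 siRNA, 29 of the 59 genes still rose after 60 min of EGF (45 over the list alone, median 0.39). Their set test with an estimated correlation gave P = 1.01e-08. The mean log2 level of the 59 genes rose by 0.75 (SE 0.0321) with control siRNA and by 0.61 with MSK2 siRNA, and the difference was −0.14 (SE 0.0455, 95% CI −0.24 to −0.03). The list was chosen on the 60 min libraries for a high level with control siRNA and a low one with MSK2 siRNA, which by itself favors a negative difference, so neither this interval nor the tests of the responses below show a smaller response. The difference between the siRNAs was −0.62 (SE 0.0298) after PBS and −0.75 (SE 0.0344) at 60 min, so that 81.9% of it was present after PBS. For single genes, the difference between the EGF responses with MSK2 siRNA and with control siRNA passed for none of the 59 genes in edgeR (3 when adjusted over the list alone, 1 with a larger and 2 with a smaller response). The median difference was −0.15, with 15 of 59 genes above 0, and the set test with an estimated correlation gave P = 0.0104. At an unadjusted P under 0.05, the response was larger with MSK2 siRNA for 3 genes and smaller for 5, and DESeq2 called 1, ZNRF3. From the cluster of Fig. 3E and the difference between the siRNAs at 60 min, the paper concludes that MSK2 is required for a subset of the EGF response and terms these genes MSK2 dependent.

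**Figure D3:**
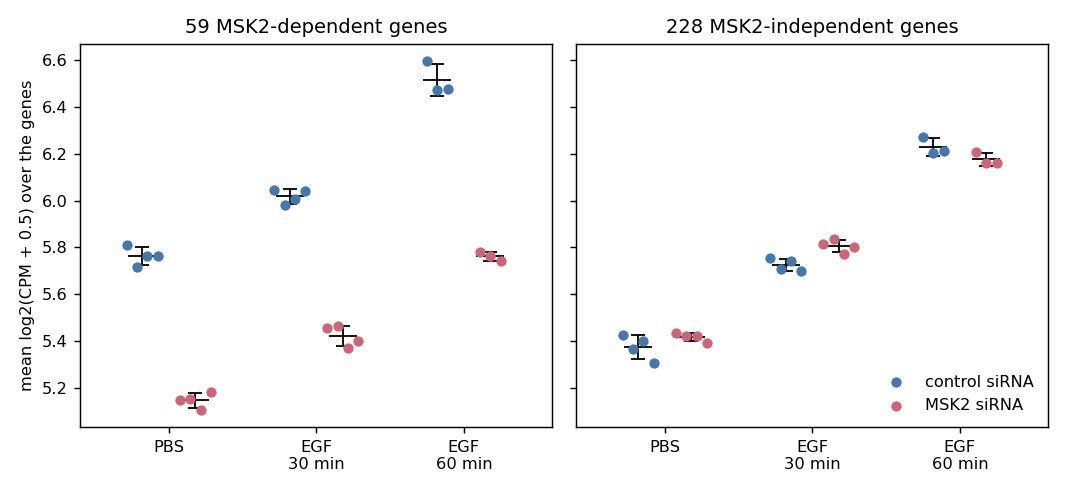
Mean log2(CPM + 0.5) of the 59 genes (left) and of the other 228 genes (right) in each library after PBS, 30 min of EGF or 60 min of EGF, with control siRNA or MSK2 siRNA. Points are libraries, with means and SDs. The 59 genes start lower with MSK2 siRNA, at 5.15 after PBS against 5.76 with control siRNA, and reach 5.76 and 6.51 at 60 min.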

The remaining 228 EGF-induced genes were designated MSK2-independent genes (Fig. 3, E and F, and table S2).

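The 228 genes hold most of the immediate-early factors, and between the siRNAs they moved in both directions. The mitogen-induced factor EGR2 had a log2 fold change with EGF at 60 min of 3.28 with MSK2 siRNA and 3.44 (SE 0.10, adjusted P = 5.9e-20 from edgeR) with control siRNA. ATF3, a stress-induced transcription factor, rose by 2.76 with MSK2 siRNA. KLF2 did not pass between the siRNAs at 60 min (log2 fold change −0.09), nor did RHOB (0.01), which codes for a small GTPase. Between the siRNAs at 60 min, 22 of the 228 genes were lower and 17 were higher (also 22 and 17 when adjusted over the list alone). The median was −0.09, and the set test with an estimated correlation gave P = 0.375. Since the study chose the list on these libraries, this is not independent evidence. After PBS, 27 were lower and 38 were higher (28 and 39 over the list alone, median 0.02). The set test with an estimated correlation gave P = 0.349. The median hides clusters that moved apart after PBS. Of the 102 genes of cluster 3 in Data S2, 37 were higher and 0 lower (40 and 0 over the list alone, P = 9.33e-05 with an estimated correlation), and of the 117 genes of cluster 2, 1 was higher and 26 were lower (1 and 24 over the list alone, P = 0.166). After 60 min of EGF, 194 of the 228 genes rose with control siRNA (228 over the list alone, median 0.59) and 148 with MSK2 siRNA (197 over the list alone). Their mean log2 level rose by 0.85 with control siRNA and by 0.76 with MSK2 siRNA, a difference of −0.10 (95% CI −0.18 to −0.01). These genes were chosen as higher with EGF in the same libraries with control siRNA, which raises that response alone and favors a negative difference even with no effect of the siRNA, here and in the tests below. This difference and that of the 59 genes were themselves not shown to differ (−0.04, 95% CI −0.13 to 0.05). For single genes, the difference between the responses passed for none of the 228 in edgeR, and for DUSP1 and ITPRIP in DESeq2 and in edgeR with the replicate number as a block. At an unadjusted P under 0.05 it was positive for 4 of them and negative for 21, and 4 were negative when adjusted over the list alone. The median difference was −0.08, and the set test with an estimated correlation gave P = 0.000833.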

### EGF stimulation induces locus-specific increases of H3K9me2S10ph

The observation that growth factor stimulation increases the overall abundance of H3K9me2S10ph led us to ask which regions of the genome were specifically marked with this histone modification after EGF stimulation. Therefore, we assayed genome-wide distributions of H3K9me2S10ph in untreated IMR90 cells and in cells that were treated with EGF for 30 min [using cleavage under target and release using nuclease (CUT&RUN), see Materials and Methods]. We found 9206 genomic regions in which the H3K9me2S10ph signal was significantly higher (adjusted *P* < 0.005) in IMR90 cells following EGF stimulation compared to the untreated samples (Fig. 4A). These regions were an average of 1.5 kb and cover, in total, approximately 0.03% of the mappable human genome.

**Fig. 4.**
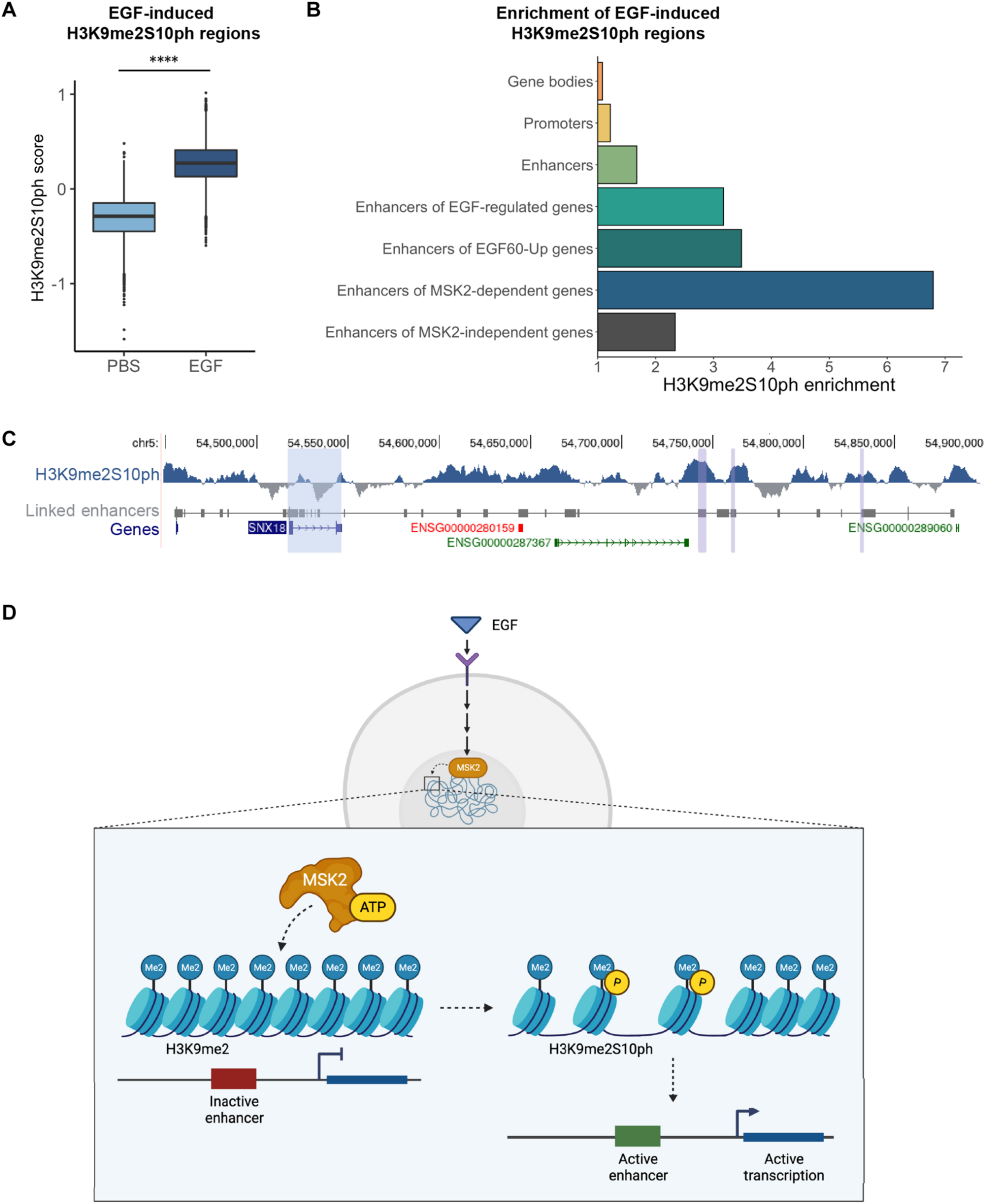
EGF stimulation induces locus-specific increases of H3K9me2S10ph. (**A**) Distributions of average H3K9me2S10ph *z* scores in chromatin regions that were significantly enriched (adjusted *P* < 0.005) for H3K9me2S10ph in a comparison between IMR90 cells that were untreated (PBS) or treated with EGF for 30 min. Boxplots show median, 25% and 75% quartiles. (**B**) Enrichment (fold change of observed over expected overlap for randomly permuted genomic regions of equal sizes) of EGF-dependent H3K9me2S10ph regions for each annotation category. Categories as defined in Fig. 3: “Enhancers of EGF-regulated genes” refers to the complete set of 320 genes that were significantly differentially expressed after either 30 or 60 min of EGF stimulation; “Enhancers of EGF60-Up genes” refers to the 219 genes uniquely up-regulated after 60 min of EGF stimulation; “Enhancers of MSK2-dependent genes” refers to the 59 genes defined as MSK2 dependent; “Enhancers of MSK2-independent genes” refers to the 228 genes defined as MSK2 independent. All enrichment analyses were subjected to 1000 simulations; all *P* values < 0.001. (**C**) UCSC Genome Browser view (hg38) showing EGF-dependent H3K9me2S10ph in a region around the EGF-regulated and MSK2-dependent gene SNX18 (blue highlight). Linked Enhancers track shows GeneHancer annotations of SNX18-associated enhancers (gray boxes). Purple highlights indicate significant EGF-dependent H3K9me2S10ph regions [as in (A) and (B)] that overlap annotated enhancers. (**D**) Schematic of proposed model: EGF stimulation leads to the activation of the nuclear kinase MSK2, which mediates H3K9me2S10 phosphorylation at enhancers of EGF-responsive genes, leading to transcriptional activation. Schematic created with BioRender.

To determine whether these H3K9me2S10ph-modified regions were biologically meaningful, we asked if they were randomly distributed in the genome or nonrandomly distributed and overlapped annotated genome features more often than expected by chance. For each comparison, we performed 1000 random permutations to estimate the probability of a given observation happening by chance, given the sizes of the regions and the genome (see Materials and Methods). When we compared the EGF-induced H3K9me2S10ph-modified regions with the locations of known genome elements, we found that H3K9me2S10ph-modified sites were enriched at all annotated distal transcriptional enhancers (*40*) by 1.68-fold observed over expected (Fig. 4B). Further, at the subset of distal transcriptional enhancers associated with the EGF-regulated genes defined by our RNA-sequencing analysis (see Fig. 3), H3K9me2S10ph-modified regions were over 3-fold (3.17-fold) more likely than expected by chance to overlap those enhancers (Fig. 4B). The enrichment was even greater, 3.48-fold, at enhancers of genes that increased in transcription after 60 min of EGF stimulation (“Enhancers of EGF60-Up genes”; Fig. 4B). In contrast, regions with increased H3K9me2S10ph after EGF stimulation did not overlap gene bodies more frequently than expected by chance (1.08-fold observed over expected), and only overlapped promoters slightly more frequently than expected (1.21-fold). The most striking enrichment of H3K9me2S10ph-modified regions was seen for enhancers of the MSK2-dependent genes (see Fig. 3E), which were 6.8-fold more likely than expected (Fig. 4, B and C). Enhancers of MSK2-independent genes had notably lower enrichment (2.34-fold) of H3K9me2S10ph-modified regions (Fig. 4B). The distribution of H3K9me2S10ph-modified regions across the genome suggests that this histone modification is associated with the activity state of some transcriptional enhancers.

## DISCUSSION

Classic studies of growth factor signaling pathways have largely focused on activation of transcription factors and changes in gene expression. Here, we show that growth factor stimulation of interphase cells leads to an increase in H3K9me2S10 phosphorylation levels and that, in EGF-stimulated IMR90 cells, locus-specific changes in H3K9me2S10ph frequently occur at the enhancers of EGF-responsive genes. We identify a nuclear kinase, MSK2, as an EGF signal effector. MSK2 phosphorylates H3K9me2-modified nucleosomes at the adjacent serine-10 residue in vitro and is required for a subset of EGF-induced transcriptional changes. Our results indicate that downstream consequences of EGF stimulation include MSK2-mediated phosphorylation of H3K9me2S10 at the enhancers of EGF-responsive genes, concordant with these genes becoming permissive for transcriptional activation (Fig. 4D).

The observation that EGF stimulation results in an increase in the cellular abundance of H3K9me2S10ph combined with the ability of MSK2 to phosphorylate H3K9me2 in vitro led us to propose a model in which increased H3K9me2S10ph arises through phosphorylation of H3K9me2 chromatin at S10 (rather than dimethylation of preexisting H3S10ph). EGF-induced H3K9me2S10ph occurs at the enhancers of EGF-induced genes, so these enhancers were likely inactive before stimulation and may have been located within H3K9me2-marked chromatin. H3K9me2 is one of the most widespread chromatin modifications in eukaryotic cells and is associated with the organization of heterochromatin at the nuclear periphery (*7*, *24*). While most H3K9me2-modified domains overlap with lamin-associated domains (LADs) (*7*), a smaller subset of H3K9me2-marked chromatin that does not associate with the nuclear lamina (known as KODs) is enriched for inactive transcriptional enhancers (*26*). The increase in H3K9me2S10ph was assessed at 30 min after EGF stimulation, while many of the corresponding transcriptional changes were first detected 60 min after EGF stimulation, raising the possibility that the presence of H3K9me2S10ph at enhancers may precede transcriptional activation. 

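Between 30 and 60 min of EGF, most immediate-early transcription factors and some secreted factors went on rising while FOS was already falling. Of 26 immediate-early transcription factors, 21 rose and 1 fell between these times (23 and 1 when adjusted over the list alone, adjusted P = 2.72e-08 for the set with an estimated correlation). Of 26 secreted growth factors and cytokines, 10 rose (12 over the list alone, adjusted P = 2.72e-08 with an estimated correlation). NR4A1 rose between these times by a log2 fold change of 2.54 (SE 0.16, adjusted P = 7.58e-12 from edgeR). CD274, which codes for the immune ligand PD-L1 and overlaps ENSG00000286162, rose by 1.77 (SE 0.22, adjusted P = 2.49e-06). HBEGF, a ligand of the EGF receptor, and the cytokine gene IL11 had log2 fold changes of 1.48 and 1.46. FOS fell by 1.36 on the log2 scale (SE 0.12, adjusted P = 4.86e-09), whereas ZFP36 did not pass (−0.24, adjusted P = 0.283). The direct comparison of 60 with 30 min called 159 genes higher and 17 lower. The total depended on single libraries at 60 min, with 115 genes without replicate 2 and 117 without replicate 1. The number of lower genes was less stable, from 5 without that replicate 2 to 75 without a filter on low counts, and the exact test with TMM gave 39. Of the 244 genes higher than after PBS at 60 min, 186 were not called at 30 min, and 97 of these 186 were higher at 60 than at 30 min in the direct comparison. Among the 59 genes termed MSK2 dependent, 34 were higher at 60 than at 30 min (55 when adjusted over the list alone), and among the other 228 genes 118 were higher and 1 was lower. Setting the mark at 30 min beside transcripts detected at 60 min, the paper raises the possibility that H3K9me2S10ph at enhancers comes before transcription is activated.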

Given the relatively low abundance of H3S10ph in interphase cells, as assessed by both Western blot and mass spectrometry (Fig. 1, E, G, and H), it is unlikely that H3K9me2S10ph arises through H3S10ph-modified chromatin subsequently being dimethylated on lysine-9, although we cannot formally exclude this possibility. Therefore, we propose that the EGF-stimulated increase in H3K9me2S10ph is most likely a result of phosphorylation of H3K9me2-marked chromatin at serine-10.

Previous work has demonstrated that activation of genes within H3K9me2-modifed domains corresponds with loss of H3K9me2 and movement of relevant genomic loci from the nuclear periphery to the nuclear interior (*7*, *25*), but the molecular mechanism of H3K9me2-marked chromatin detachment from the nuclear periphery is unknown. While this study did not examine the positions of EGF-responsive loci relative to the nuclear lamina, one hypothesis is that the phosphorylation of H3S10 adjacent to H3K9me2 acts as a phospho-methyl switch to facilitate detachment of H3K9me2-marked heterochromatin from the nuclear periphery to enable transcriptional activation. This is based on observations in mitotic cells where histone phospho-methyl switches have been proposed to displace or prevent the association of chromatin-binding proteins to specific histone modifications, or to detach and repel chromatin from the nuclear lamina at the onset of mitosis (*14*–*17*, *24*). Since we observe a peak in the abundance of H3K9me2S10ph at 30 min after EGF, H3K9me2S10ph might represent a transient state that facilitates the detachment of H3K9me2 chromatin from the nuclear periphery during interphase as a result of growth factor–triggered kinase activity. Future studies will aim to test this hypothesis and to determine if H3K9me2S10 phosphorylation might render targeted enhancers accessible for a limited period of time after exposure to an extracellular signal, allowing for subsequent gene activation.

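With MSK2 siRNA, EGF still raised immediate-early factors, DUSP1, DUSP2 and PTGS2. Of 26 immediate-early transcription factors, 26 rose at 60 min (26 when adjusted over the list alone, adjusted P = 3.91e-12 for the set with an estimated correlation). NR4A1 and EGR3 had log2 fold changes at 60 min against PBS of 4.09 and 3.35 with MSK2 siRNA, JUNB had one of 2.27 and PTGS2 one of 2.74. DUSP1 and DUSP2 rose by 2.16 and 2.85 with MSK2 siRNA. RGS2 and GAS1, an inhibitor of growth, fell by 0.51 and 0.53. In all, 206 genes rose and 5 fell, and 171 of the 244 genes higher with control siRNA were higher with MSK2 siRNA too. Independent lists of these sizes would share 5.14 genes, and the comparisons share no libraries. At 30 min, 75 genes rose and 1 fell with MSK2 siRNA, and 52 genes were higher with both siRNAs, against 0.461 for independent lists. The difference between the responses at 60 min passed for no gene in edgeR's fit of the group means. At an unadjusted P under 0.05 there were 216 genes, fewer than the share of 0.05 of the 9770 genes that chance gives. DESeq2 called 3, DUSP1, ITPRIP and ZNRF3, with log2 differences of −0.66, −0.76 and −1.10. These 3 were singled out after their values were seen, and 14% of the genes that DESeq2 called for this difference in simulated counts were false. With the replicate number as a block, DUSP1 and ITPRIP passed in edgeR (differences −0.65 and −0.76, adjusted P = 0.0309 for both). DUSP1 passed in edgeR without PBS replicate 4 (difference −0.71), and ITPRIP, which modulates calcium release, passed without PBS replicate 1. At 30 min no gene passed in edgeR or DESeq2, with 661 and 703 genes at an unadjusted P under 0.05, and 18 passed in edgeR without PBS replicate 4. Without a filter on low counts, edgeR called 49 genes at 30 min and 4 at 60 min, DUSP1 and ITPRIP among the 4. In simulated counts, the test of the difference recovered 32.8% of genes whose responses differed by 0.5 on the log2 scale and 85.6% of those that differed by 1.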

While we have shown that some EGF-induced genes require MSK2 for induction of transcription, we did not observe H3K9me2S10ph increases at the enhancers of all EGF-responsive genes, nor were all EGF-responsive genes transcriptionally affected by the knockdown of MSK2. This indicates that MSK2 is only responsible for a subset of EGF-induced transcriptional activation and that other modes of EGF responses, such as mechanisms of classical signaling through transcription factor activity, also occur (*41*, *42*). It is possible that the enhancers regulating MSK2-dependent genes are found within H3K9me2-marked chromatin before EGF stimulation, and the MSK2-mediated phosphorylation of H3K9me2S10 contributes to these regions becoming accessible for transcriptional activation, while EGF-responsive genes found in non–H3K9me2-marked regions undergo a different mode of activation. It is also unclear whether MSK2 acts independently or in a complex with other adapter and effector proteins, the various combinations of which may influence their genomic targets. Important areas for future study include examining changes in H3K9me2 patterns, as well as identifying other possible differences between MSK2-dependent and MSK2-independent enhancers such as their nuclear positioning before EGF stimulation. The results of such experiments will help to clarify the chromatin-related mechanisms of growth factor signal–mediated gene activation.

H3S10ph and H3K9me2 have been proposed to be mutually exclusive histone modifications, and the presence of each mark has been shown to prevent the “spreading” of the other into adjacent genomic regions (*43*, *44*). However, few studies in mammalian cells have explored possible distinctions between H3S10ph and H3K9me2S10ph. This may also be due to the fact that many commercial antibodies that recognize H3S10ph lose that recognition when adjacent residues, including Lys^9^, are also modified (fig. S1D). Early studies treating serum-starved mouse cells with various mitogens and growth factors demonstrated histone serine phosphorylation within a few minutes of stimulation (*1*), but lacked the resolution to identify additional modifications. Another study confirmed that H3S10 was phosphorylated in response to mitogen stimuli and EGF pathway activation in fibroblasts, and further demonstrated that MSK2 was the major kinase for this event (*35*). H3S10ph was observed by IF in heterochromatin regions in serum-starved cells, which raises the possibility that these MSK2-dependent H3 phosphorylation events were, in fact, H3K9me2S10ph. A number of recent reports also describe growth factor–induced H3S10 phosphorylation at promoters due to MSK1 or PIM1 (*45*–*47*). This is in contrast to our observation of H3K9me2S10ph being much more significantly enriched at enhancers of EGF-responsive genes due to MSK2. These combined results could highlight one distinction between H3K9me2S10ph and H3S10ph, as well as distinguishing functions between MSK1 and MSK2. Additionally, both H3S10ph and H3K9me2S10ph are present in low abundance in interphase cells. By mass spectrometry in G_1_-G_0_ serum-starved cells, H3K9me2 is ~280 times more abundant than H3K9me2S10ph and ~850 times more abundant than H3S10ph (Fig. 1H). While we detected an increase in cellular H3K9me2S10ph but not H3S10ph following EGF stimulation of IMR90 cells, it is possible that the locus-specific increases in H3S10ph reported in previous studies (*45*–*47*) occur in small enough amounts that they were not detectable in our population-based assays.

While numerous studies have focused on kinases that target H3S10, H3K9me2S10 has not been examined as a kinase substrate to the same extent. The closest *Drosophila* ortholog to MSK2, JIL-1, has been implicated as an H3K9me2S10 kinase. JIL-1 was shown to phosphorylate both H3S10 and H3K9me2S10 in interphase cells to facilitate gene expression (*48*–*50*). JIL-1 is predominantly localized to euchromatin, and its depletion was shown to cause genome-wide H3K9me2 spreading into previously euchromatic regions, suggesting that JIL-1 acts to maintain open chromatin regions that facilitate gene expression (*44*, *51*). Although the effects of MSK2 seem to be more localized, it may fulfill a similar role as JIL-1 to promote accessible chromatin for transcription.

It is currently unclear how histone-modifying kinases, including MSK2, are directed to phosphorylate specific locations in the genome. Recent work has demonstrated that JIL-1 is targeted to chromatin through its association with an adapter protein JASPer, which contains a PWWP domain with an aromatic pocket that binds methyl-lysines (*52*, *53*). While an adapter protein for MSK2 has yet to be identified, JASPer shares homology with the human protein LEDGF/p75 (*52*), which could be examined in the future for MSK2 adapter functions. While LEDGF/p75, or another adapter, might help to direct MSK2 to H3K9me2 regions, it remains to be determined what mechanisms provide locus specificity for MSK2 targeting to growth factor–regulated enhancers.

## MATERIALS AND METHODS

### Cell culture

Human fetal lung fibroblast cell line IMR90 was obtained from the American Type Culture Collection (ATCC) (#CCL-186) and maintained at 37°C in DMEM (#10-013-CV, Corning) supplemented with 10% fetal bovine serum (FBS) (#S11150, Atlanta Biologicals). hTERT-immortalized human retina pigmented epithelial cell line RPE1 was originally obtained from ATCC (#CRL-4000) and maintained at 37°C in Dulbecco’s modified Eagle’s medium (DMEM)/F12 with GlutaMAX (#10565018, Thermo Fisher Scientific) supplemented with 10% FBS and hygromycin B (0.01 mg/ml). Cells were serum-starved by removing medium, rinsing cells with base medium (no FBS or hygromycin B), and incubating at 37°C in base medium for 22 to 26 hours. All cell lines were routinely tested for mycoplasma contamination.

For EGF stimulation experiments, recombinant human EGF (#PRD236-50, R&D Systems) was reconstituted in 1× PBS and added to cell culture medium to a final concentration of 750 pM for 30 min unless otherwise stated. For PDGF stimulation experiments, recombinant human PDGF (#1159-SB-025, R&D Systems) was reconstituted in HCl and added to cell culture medium to a final concentration of 7.143 μM PDGF and 4 μM HCl for 30 min.

### Cell cycle characterization

Cell cycle was assessed using flow cytometry for propidium iodide (Cell Cycle Kit; #C03551, Beckman Coulter). Between 500,000 and 1 million cells were washed twice in 1× Dulbecco’s PBS (DPBS), fixed in 70% ethanol at −20°C for 1 hour, and then incubated in 500 μl of propidium iodide at room temperature in the dark for 15 min. Flow cytometry analysis was performed on a LSR II (BD Biosciences).

### Immunofluorescence

IF assays were performed as previously described (*24*, *54*). IMR90 and RPE1 cells used for imaging experiments were grown on glass coverslips and fixed with 4% paraformaldehyde (#15710, Electron Microscopy Sciences) for 10 min at room temperature, washed three times with DPBS (#21-031-CV, Corning), and permeabilized with 0.25% Triton X-100 (#28314, Thermo Fisher Scientific) for 10 min. Cells were then blocked in 1% bovine serum albumin (BSA) (#A4503, Sigma-Aldrich) in PBS with 0.05% Tween 20, pH 7.4 (#28320, Thermo Fisher Scientific) for 60 min. Primary antibodies diluted in 1% BSA/PBS–Tween 20 (PBS-T) were added for 60 min and then washed three times in PBS-T for 5 min. Secondary antibodies diluted in 1% BSA/PBS-T were added for 60 min and then washed twice with PBS-T and once with PBS for 5 min. Samples were mounted using Duolink In Situ Mounting Medium with 4′,6-diamidino-2-phenylindole (DAPI) (#DUO82040-5ML, Sigma-Aldrich).

### Image acquisition and analysis

Confocal immunofluorescent images were taken using a Leica SP8 laser scanning confocal system using 63×/1.40 HC PL APO CS2 objective and HyD detectors in the standard mode with 100% gain. Images for quantitative analysis were taken with similar parameters. Image analysis was performed using ImageJ software (National Institutes of Health, MD). Analysis of H3K9me2S10ph and H3S10ph levels in cells treated with EGF, PDGF, or control cells was performed by measuring the total fluorescence intensities of H3K9me2S10ph and H3S10ph in individual nuclei using a mask created based on nuclear lamina staining (lamin A/C or lamin B1). Analysis of MSK2 distribution in cells treated with EGF and control cells was performed by measuring the total fluorescence intensities of MSK2 in the nucleus and in the whole cell using DAPI signal and total MSK2 signal to create masks for the nucleus and the whole cells, respectively. The fraction of MSK in the nucleus was calculated as a ratio of MSK2 signal in the nucleus to total MSK2 signal in the cell. Analysis of H3K9me2S10ph in interphase cells treated with EGF and control cells was performed by measuring the total fluorescence intensities of H3K9me2S10ph and Aurora B in individual nuclei using a mask created based on DAPI signal. Cells with low Aurora B signal were treated as interphase cell, while cells with high Aurora B signal (a marker of mitotic entrance) were marked as “mitotic” and excluded from the analysis.

### Western blot analysis

Whole-cell protein lysates were collected in 1× radioimmunoprecipitation assay (RIPA) buffer, mixed with sample buffer and reducing agent, heated at 95°C for 5 min, and then run on a 4 to 12% bis-tris protein gel. See Table 1 for a list of reagents used. Western blot signal was quantified in ImageJ by measuring integrated density over equivalent areas per sample. Measurements were normalized by dividing over the average of the vehicle control condition.

**Table 1.** List of reagents used for Western blot experiments.

Reagent	Vendor	Catalog number	Application
10× RIPA buffer	Cell Signaling Technology	#9860S	RIPA buffer component
10% SDS	Thermo Fisher Scientific	#15553-035	RIPA buffer component
Sodium butyrate	MilliporeSigma	#B5887	RIPA buffer component
Benzonase nuclease	MilliporeSigma	#E1014	RIPA buffer component
Halt 100× protease and phosphatase inhibitor	Thermo Fisher Scientific	#78442	RIPA buffer component
NuPAGE MES SDS running buffer (20×)	Invitrogen	#NP0002	Immunoblot protein gel
NuPAGE 4–12% bis-tris gel, 1.5 mm × 15 well	Invitrogen	#NP0323	Immunoblot protein gel
4× Laemmli sample buffer	Bio-Rad	#161-0747	Immunoblot protein gel
10× Reducing agent	Invitrogen	#NP0009	Immunoblot protein gel
Precision plus protein standards	Bio-Rad	#161-0374	Immunoblot protein gel
NuPAGE transfer buffer (20×)	Invitrogen	#NP0006	Immunoblot protein transfer
Nitrocellulose membrane filter paper sandwich	Invitrogen	#LC2000	Immunoblot protein transfer
Bovine serum albumin, low IgG powder	Gemini	#700-105P	Immunoblot blocking buffer
Amersham ECL prime detection reagent	Cytiva Life Sciences	#RPN2232	Immunoblot detection
Restore Western blot stripping buffer	Thermo Fisher Scientific	#21059	Immunoblot stripping

### Histone posttranslational modification analysis by quantitative mass spectrometry

Coomassie staining was performed to confirm the enrichment of histones. Purified histones starting with 5 to 20 μg of estimated protein were used for chemical derivatization and digestion as described previously (*55*). Unmodified lysines were derivatized twice with a 1:3 ratio of acetonitrile to proprionic anhydride. Histones were then digested with trypsin in a 1:20 enzyme to protein ratio at 37°C overnight. Digested histones with newly formed N termini were derivatized twice as performed before. Finally, histones were dried with a vacuum concentrator. The dried samples were reconstituted in 0.1% trifluoroacetic acid (TFA) and desalted with the C18 micro spin column (Harvard Apparatus). The column was prepared with 200 μl of 100% acetonitrile and equilibrated with 200 μl of loading buffer with 0.1% TFA. Peptides were loaded onto the column, washed with loading buffer, and eluted with 200 μl of 70% acetonitrile in 0.1% formic acid. All steps for loading, washing, and elution were carried out with benchtop centrifugation (300*g* for 2 min). The eluted peptides were then dried with a vacuum concentrator.

Dried histone peptides were reconstituted in 0.1% formic acid. A synthetic library of 93 heavy labeled and derivatized peptides containing commonly measured histone posttranslational modifications (*56*) was spiked into the endogenous samples to a final concentration of approximately 100 ng μl^−1^ for endogenous peptides and 100 fmol μl^−1^ for each heavy labeled synthetic analyte. For each analysis, 1 μl of sample was injected onto the column for data-independent analysis on a Q-Exactive HF instrument (Thermo Fisher Scientific) attached to an Ultimate 3000 nano-UPLC system and Nanospray Flex ion source (Thermo Fisher Scientific). Using aqueous solution of 0.1% formic acid as buffer A and organic solution of 80% acetonitrile and 0.1% formic acid as buffer B, peptides were separated on a 63-min gradient at 400 nl min^−1^ starting at 4% buffer B and increasing to 32% buffer B over 58 min and then increasing to 98% buffer B over 5 min. The column was then washed at 98% buffer B over 5 min and equilibrated to 3% buffer B. Data-independent acquisition was performed with the following settings. A full MS^1^ scan from 300 to 950 mass/charge ratio (*m*/*z*) was acquired with a resolution of 60,000, an automatic gain control (AGC) target of 3 × 10^6^, and a maximum injection time of 55 ms. Then, a series of 25 MS^2^ scans was acquired across the same mass range with sequential isolation windows of 24 *m*/*z* with a collision energy of 28, a resolution of 30,000, an AGC target of 1 × 10^6^, and a maximum injection time of 55 ms. Data analysis and manual inspection using the synthetic library as a reference were performed with Skyline (MacCoss Lab). Ratios were generated using R Studio.

### Antibody specificity dot blots

Histone H3 tail peptides (amino acids 1 to 20, synthesized by G. Burslem at the University of Pennsylvania) with indicated modifications were spotted (1 and 0.5 μg) on nitrocellulose and allowed to dry. Membranes were then probed with antibodies as for standard Western blots.

### In vitro kinase assay

For each reaction, histone kinase assays were performed using 1 μg of recombinant human biotinylated nucleosomes (unmodified: #116-0006, H3K9me2: #16-0324-20, Epicypher) in 30 μl of kinase buffer [8 mM Mops/NaOH (pH 7.0), 0.2 mM EDTA, 10 mM MgAc, 0.1 mM ATP]. Enzyme amounts used per kinase reaction were 30 ng (0.016 U) of MSK1 (#14-548, Millipore) and 95 ng (0.015 U) of MSK2 (#14-616, Millipore), based on the manufacturer’s determined specific activity of each enzyme lot. Reactions were stopped after 10 min at 30°C by adding Laemmli sample buffer (Bio-Rad). Reactions were spotted on nitrocellulose (Bio-Rad) and processed for immunoblotting with antibodies indicated.

### Kinase chemical inhibition and siRNA knockdown

Inhibitor experiments were performed by treating cells at 37°C for 2 hours with the inhibitors and doses specified in Table 2.

**Table 2.** List of chemical compounds used for kinase inhibition experiments.

Compound	Doses used	CAS number	Vendor
H-89	0, 500 nM, 1 μM, 2 μM, 20 μM, 30 μM, 50 μM, 70 μM	127243-85-0	MilliporeSigma
ML-7	0, 500 nM, 1 μM, 2 μM, 20 μM, 30 μM, 50 μM, 70 μM	110448-33-4	MilliporeSigma
W-7	0, 1 μM, 2 μM, 20 μM, 30 μM, 50 μM, 70 μM	61714-27-0	MilliporeSigma
Staurosporine	0, 10 nM, 20 nM, 50 nM	62996-74-1	MilliporeSigma
KN-93	0, 2 μM, 20 μM, 50 μM, 100 μM, 500 μM	139298-40-1	MilliporeSigma
Bisindolylmaleimide I	0, 100 nM, 500 nM, 1 μM	176504-36-2	MilliporeSigma
PKG inhibitor	0, 50 μM, 100 μM	Peptide competitive inhibitor (sequence: RKRARKE)	MilliporeSigma #370654
IKK-16	0, 100 nM, 200 M, 500 nM, 1 μM, 10 μM, 20 μM	1186195-62-9	MilliporeSigma
SB747651A	5 μM	1781882-72-1	Tocris Bioscience

Knockdown experiments used ON-TARGETplus siRNA from Horizon Discovery (Cambridge, UK) against the targets in Table 3. siRNA transfection was performed using Lipofectamine RNAiMAX (#13778-075, Thermo Fisher Scientific) according to the manufacturer-provided protocol. A final concentration of 10 nM siRNA was added to cell culture medium every 24 hours for 72 total hours of incubation.

**Table 3.** List of siRNAs used for knockdown experiments.

Gene	Accessions targeted		Catalog number
Non-targeting control	n/a		#D-001810-10-20
RPS6KA4 (MSK2)	NM_001006944 NM_001300802 NM_001318361	NM_003942 XM_005274380 XM_017018527	#L-004664-00
RPS6KA5 (MSK1)	NM_001322227 NM_001322228 NM_001322229 NM_001322230 NM_001322231 NM_001322232 NM_001322233 NM_001322234	NM_001322235 NM_001322236 NM_001322237 NM_001322238 NM_004755 NM_182398 XM_017021786	#L-004665-00

### RNA isolation, library preparation, and sequencing analysis

Total RNA was collected using QIAGEN RNeasy kit. First-strand cDNA synthesis and amplification were performed using the SMART-Seq v4 Ultra Low Input RNA Kit (#634890, Takara Bio). Sequencing libraries were assembled using Nextera XT DNA Library Preparation Kit (#FC-131-1024, Illumina). Samples were sequenced on an Illumina NextSeq 550 platform with 2 × 35 base pairs and 75 total cycles (#20024906, Illumina).

Sequences were demultiplexed using bcl2fastq2 (v2.20.0.422) and aligned to hg38 reference genome using STAR (v2.7.9a). Aligned reads were then counted using HTseq (v0.13.5). Downstream analyses were conducted in R (v4.1.2) using edgeR (*57*–*59*) (v3.36.0). Genes were filtered to retain genes that had a counts per million value greater than 10 in at least two samples. Negative binomial generalized linear models for common, trended, and tagwise dispersion were fitted using default parameters. Exact tests [edgeR function exactTest()] with the auto-selected dispersions were performed between any given two groups followed by multiple test correction using the Bonferroni-Hochberg method. Heatmaps were made using ComplexHeatmap (v2.10.0) (*60*, *61*) with RPKM (reads per kilobase per million) normalized counts. GSEAs were performed using fgsea (v1.20.0) and msigdbr (v7.5.1) packages for the “C2” (Curated Gene Sets) category from the Molecular Signatures Database (*62*–*64*). Additional plots were made using ggplot2 and patchwork packages.

### Cleavage under target and release using nuclease

CUT&RUN was performed following the CUTANA CUT&RUN kit v3.5 protocol (#14-1048, Epicypher). Per reaction, between 250,000 and 500,000 cells and 1 μl of H3K9me2S10ph antibody (Millipore, #05-1354) or 0.5 μl of mouse immunoglobulin G (IgG) antibody (Cell Signaling, #5415) were used.

### Library preparation for CUT&RUN

Sequencing libraries were prepared for next-generation sequencing using the KAPA HyperPrep Kit (#KK8502 07962347001, Kapa Biosystems) and the NEBNext Multiplex Oligos for Illumina (#E6440S, New England Biolabs) with modifications as previously described (*23*). Briefly, the end-repair and A-tailing temperature was dropped from 65°C to 58°C, and the reaction time for this step was increased to 60 min. Adapter ligation was performed using the NEB adapter stock diluted to the desired concentration. Following adapter ligation, the manufacturer-recommended volume of NEB USER enzyme was added to the reaction and incubated at 37°C for 15 min. Cleanup after adapter ligation and hairpin cleavage was performed using 1.1× Agencourt AMPure Beads (#A63880, Beckman Coulter). For the amplification reaction, 10 μl of the NEBNext Multiplex Oligos was added to the samples, replacing the KAPA Library Amplification Primer Mix, and subjected to 13 to 14 cycles of amplification. Post-amplification cleanup was carried out using 1.1× Agencourt AMPure Beads. Libraries were quantified with Qubit 2.0 using the DNA High Sensitivity kit (#Q32854, Thermo Fisher Scientific), and library quality and average fragment size were determined with TapeStation using the High Sensitivity D5000 ScreenTape (#5067-5592, Agilent Technologies) and reagents (#5067-5593, Agilent Technologies). Libraries were pooled together in equimolar ratio and sequenced on an Illumina NextSeq 1000 platform with 2 × 42 base pairs and 100 total cycles (#20046811, Illumina).

### Sequencing analysis for CUT&RUN

Paired-end reads were demultiplexed using bcl2fastq (v2.20.0.422) and aligned to hg38 reference genome using Bowtie2 (v2.3.5.1) (*65*, *66*) with parameters “—very-sensitive-local –no-unal –no-mixed –no-discordant -I 10 -X 1000.” Duplicated reads were annotated using Picard MarkDuplicates, and ENCODE denylist (hg38, v2) (*67*) regions were removed using bedtools (v2.26.0) (*68*) function intersect. Visualization tracks for each library were generated using samtools (v1.17) to sort and index, and then deepTools (v3.5.1) function “bamCoverage” with counts per million normalization and parameters “—samFlagExclude 1548” to exclude unmapped, unpaired, duplicate, and failed QC reads. IgG normalization (CUT&RUN) was performed using deepTools function “bigwigCompare” with operation “subtract.”

To generate read coverage in fixed windows, the genome was binned into 1-kb bins, and the normalized read count was computed for each bin using deepTools function multiBigwigSummary. Samples of each condition were converted to *z* scores to account for small differences in dynamic range between experiments. *z* scores were then smoothed using the mean of rolling, centered windows of size 10 to produce final scores in 1-kb bins. Adjacent bins were merged using bedtools (v2.29.2) (*68*) function merge (maximum distance between features, 0) to assign individual domains for further analyses.

Statistical significance of differential H3K9me2S10ph enrichments was determined by performing a Student’s *t* test for two-way comparisons across replicates (PBS versus EGF). We corrected the *P* values of the *t* test using the Benjamini-Hochberg correction for multiple testing (*69*) and determined significant enrichments with an adjusted *P* value threshold of <0.005.

### Statistical test for enrichment

Statistical analyses for enrichment were performed using Genomic Association Tester (GAT) (*70*). The significance of overlap between sets of genomic intervals was calculated on the basis of simulation using a permutation-based approach and accounting for genome organization regions of low mappability. All enrichment analyses were subjected to 1000 simulations. The fold enrichment is expressed as the ratio of observed/expected. *P* values reflect an estimate of the probability to obtain an observed (or larger) overlap between two segment sets by chance.

### Antibodies

The antibodies listed in Table 4 were used.

**Table 4.** List of antibodies used in this study.

Antibody target	Vendor	Catalog number	Application
H3K9me2S10ph	Millipore Sigma	05-1354	Immunofluorescence, Western blot, antibody specificity dot blot, in vitro kinase assay, CUT&RUN
H3S10ph	Active Motif	39253	Immunofluorescence, Western blot, antibody specificity dot blot, in vitro kinase assay
H3K9me2	Active Motif	39239	Antibody specificity dot blot
H3K9me3	Abcam	ab8898	Antibody specificity dot blot
Histone H3	Abcam	ab1791	Western blot, antibody specificity dot blot, in vitro kinase assay
Aurora B kinase	Abcam	ab2254	Immunofluorescence
Lamin B1	Abcam	ab16048	Immunofluorescence
Donkey anti-mouse, Alexa Fluor 488	Thermo Fisher Scientific	A21202	Immunofluorescence
Donkey anti-mouse, Alexa Fluor 568	Thermo Fisher Scientific	A10037	Immunofluorescence
Donkey anti-rabbit, Alexa Fluor 568	Thermo Fisher Scientific	A10042	Immunofluorescence
Donkey anti-rabbit, Alexa Fluor 647	Thermo Fisher Scientific	A31573	Immunofluorescence
β-Actin	Cell Signaling Technology	3700 (ms), 8457 (rb)	Western blot
MSK1	Abcam	ab99412	Western blot
MSK2	Cell Signaling Technology	3679	Western blot, immunofluorescence
Phospho-MSK2 (Ser^360^)	Thermo Fisher Scientific	PA5-105431	Western blot
Phospho-ERK1/2 pathway antibody kit [phospho–c-Raf, phospho-MEK1/2, phospho-p90RSK, phospho-p44/42 MAPK(ERK1/2)]	Cell Signaling Technology	#9911T	Western blot
Anti-rabbit HRP	Cell Signaling Technology	7074S	Western blot secondary
Anti-mouse HRP	Cell Signaling Technology	7076S	Western blot secondary

# Supplementary material for: Growth factor–induced activation of MSK2 leads to phosphorylation of H3K9me2S10 and corresponding changes in gene expression
**Source:** Sci Adv. 2024 Mar 13;10(11):eadm9518. doi: 10.1126/sciadv.adm9518
**Supplement:** Supplementary file 1 — Figs. S1 and S2 Legends for data S1 and S2

Supplementary Materials for  
**Growth factor–induced activation of MSK2 leads to phosphorylation of  
H3K9me2S10 and corresponding changes in gene expression**

Karen G. Wong *et al.*

*Sci. Adv.* **10**, eadm9518 (2024)  
DOI: 10.1126/sciadv.adm9518

**The PDF file includes:**

Figs. S1 and S2  
Legends for data S1 and S2

**Other Supplementary Material for this manuscript includes the following:**

Data S1 and S2

**Supplemental Figure 1**

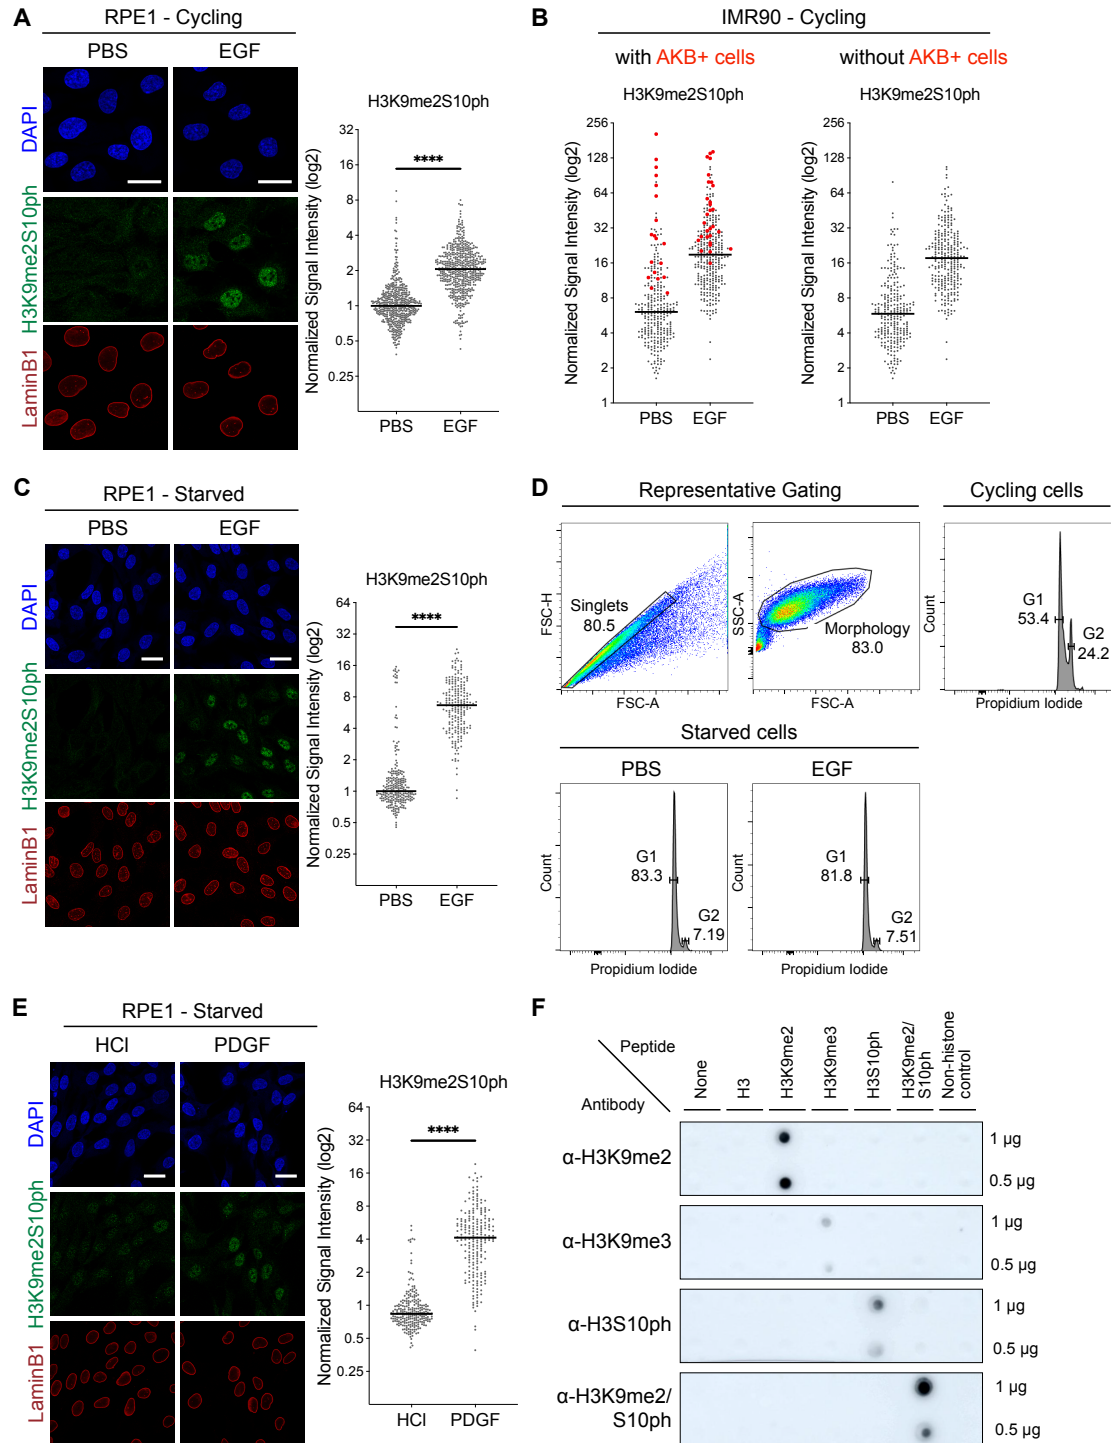

**Fig. S1.**  
(A) Representative confocal images of cycling RPE1 cells immunostained for H3K9me2S10ph (green), Lamin B1 (red), and counterstained with DAPI (blue). Cells were treated with vehicle control (PBS) or EGF for 30 minutes. Dot plot shows distribution of H3K9me2S10ph signal

intensities per individual nucleus, normalized to the mean intensity of the vehicle control sample. Lines indicate median values.  $n \geq 528$  cells per condition. Scale bars, 25 $\mu$ m.

**(B)** Dot plots show normalized H3K9me2S10ph signal intensities from cycling IMR90 cells immunostained for H3K9me2S10ph and Aurora B Kinase (AKB). Cells were treated with vehicle control (PBS) or EGF for 30 minutes. Distributions of H3K9me2S10ph including cells positive for AKB (red, left panel) or excluding AKB-positive cells (right panel). Lines show median values.  $n \geq 282$  cells per condition.

**(C)** Representative confocal images of serum starved RPE1 cells immunostained for H3K9me2S10ph (green), Lamin B1 (red), and counterstained with DAPI (blue). Cells were treated with vehicle control (PBS) or EGF for 30 minutes. Dot plot shows distribution of H3K9me2S10ph signal intensities per individual nucleus, normalized to the mean intensity of the vehicle control sample. Lines indicate median values.  $n \geq 208$  cells per condition. Scale bars, 25 $\mu$ m.

**(D)** Cell cycle distribution by flow cytometry using propidium iodide staining. IMR90 cells were treated with non-template control siRNA and either PBS or EGF for 30 minutes. Cycling cells were untreated.

**(E)** Representative confocal images of serum starved RPE1 cells immunostained for H3K9me2S10ph (green), Lamin B1 (red), and counterstained with DAPI (blue). Cells were treated with vehicle control (HCl) or PDGF for 30 minutes. Dot plot shows distribution of H3K9me2S10ph signal intensities per individual nucleus, normalized to the mean intensity of the vehicle control sample. Lines indicate median values.  $n \geq 214$  cells per condition. Scale bars, 25 $\mu$ m.

**(F)** Specificity of antibodies was confirmed by immunoblot analysis. Each antibody shows specificity to detect the H3 tail peptide with relevant histone modification as indicated. See Methods for details.

Statistical analyses performed using unpaired t-test; \*\*\*\* p value < 0.0001

**Supplemental Figure 2**

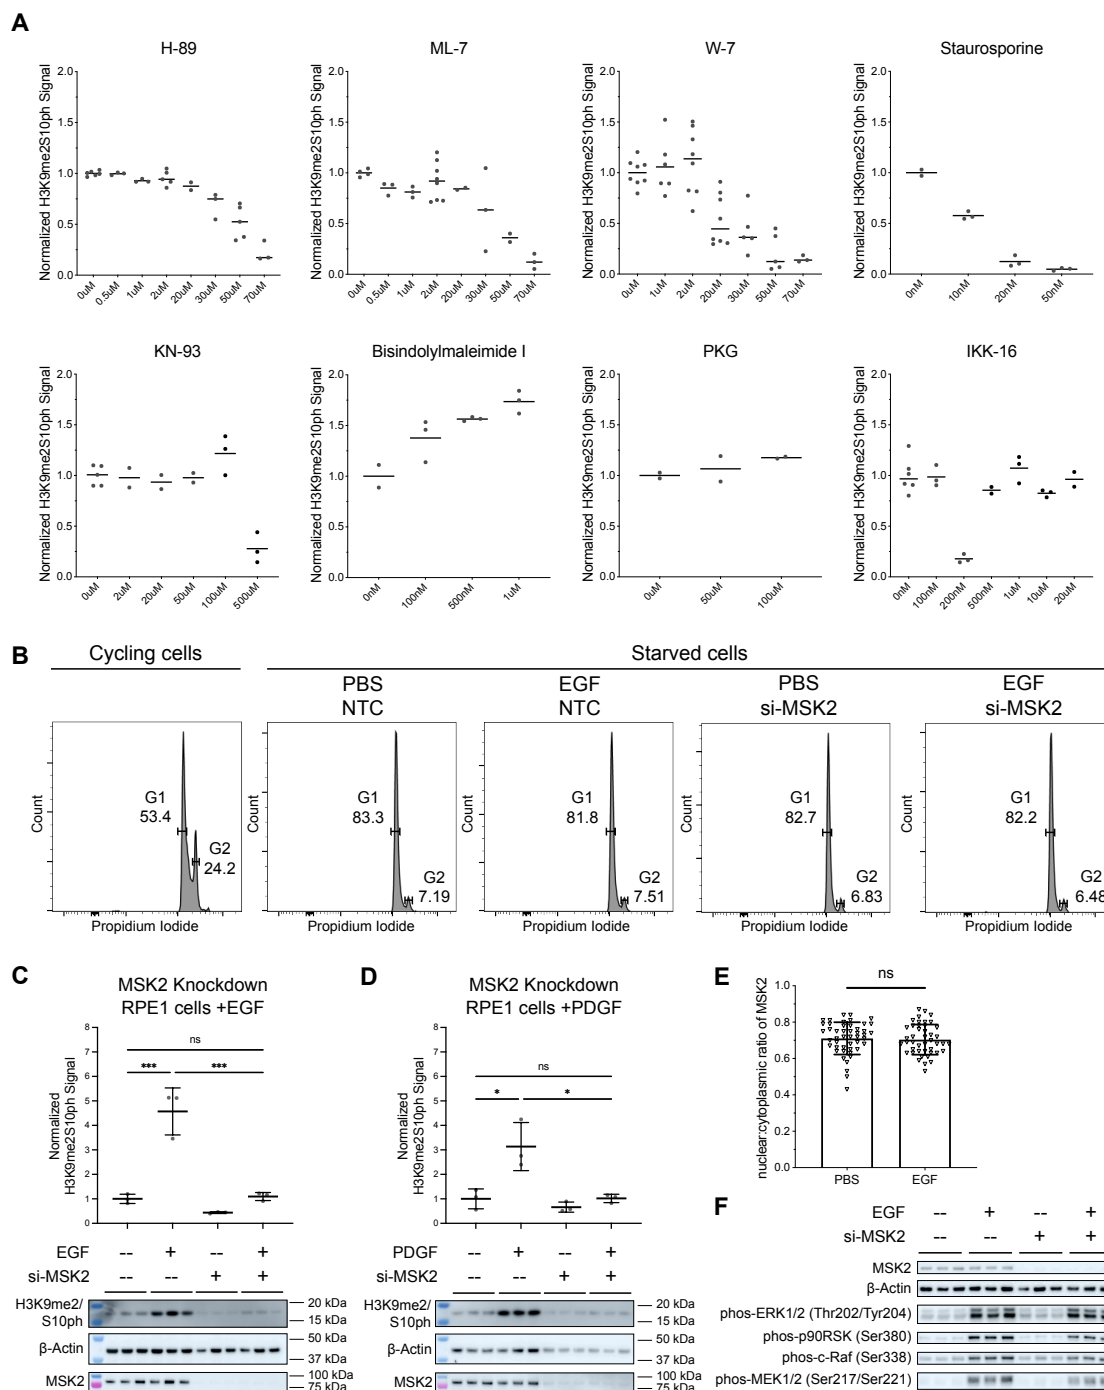

**Fig. S2.**

(A) Dot plot shows quantifications of H3K9me2S10ph Western blot signal from cycling IMR90 cells treated with the indicated chemical compounds at the indicated range of concentrations. Measurements were normalized to loading control ( $\beta$ -Actin or H3) and the mean of the untreated vehicle control sample. Lines indicate mean.

**(B)** Cell cycle distribution by flow cytometry using propidium iodide staining. IMR90 cells were treated with PBS or EGF and siRNAs targeting MSK2 as indicated. Panels showing cycling cells and cells treated with non-template controls (NTC) are duplicates from fig. S1C and included here for comparison purposes.

**(C)** Dot plot shows quantification of H3K9me2S10ph Western blot signal from serum starved RPE1 cells treated with EGF and siRNAs targeting MSK2 as indicated. Measurements were normalized to loading control ( $\beta$ -Actin) and the mean of the PBS sample. Lines indicate mean  $\pm$  standard deviation. n=3 per condition. Representative Western blots shown below.

**(D)** Dot plot shows quantification of H3K9me2S10ph Western blot signal from serum starved RPE1 cells treated with PDGF and siRNAs targeting MSK2 as indicated. Measurements were normalized to loading control ( $\beta$ -Actin) and the mean of the PBS sample. Lines indicate mean  $\pm$  standard deviation. n=3 per condition. Representative Western blots shown below.

**(E)** Quantification of the nuclear-to-cytoplasmic ratio of MSK2 immunofluorescence signal (as in Fig. 2F; see Methods) in cells treated with PBS or EGF for 30 minutes. Lines indicate mean  $\pm$  standard deviation. n $\geq$ 44 cells per condition.

**(F)** Western blots show activated forms of the Erk1/2 pathway members (Erk1/2, p90RSK, c-Raf, MEK1/2) from serum starved IMR90 cells treated with EGF and siRNAs targeting MSK2 as indicated. Statistical analyses performed using Two-Way ANOVA (panels C, D) or unpaired t-test (E); \*\*\* p value < 0.001, \* p value < 0.05, ns: not significant.

**Data S1. (separate file)**

List of differentially expressed genes in serum starved IMR90 cells treated with EGF for 30 or 60 minutes.

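Data S1 gives, for each gene called at 30 or 60 min of EGF, its identifier and symbol, the log2 fold change against PBS, the P value and the P value adjusted for all genes tested. A positive log2 fold change means a higher level with EGF, and a value of 1 stands for a doubling. An exact test of edgeR on the counts, with library sizes alone as the scale, gave log2 fold changes within 0.0013 of those listed at 30 min and within 0.0024 at 60 min. It called 75 of the 75 genes listed at 30 min and 308 of the 313 listed at 60 min.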

**Data S2. (separate file)**

List of differentially upregulated genes in serum starved IMR90 cells treated with EGF for 60 minutes. 

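Data S2 lists the genes higher after 60 min of EGF, each with its cluster in Fig. 3E and with whether it was termed MSK2 dependent. Its clusters hold 68, 117 and 102 genes, and all 59 genes termed MSK2 dependent are in the first. When the genes of Data S2 were clustered again by row-scaled CPM, the clusters held 70, 152 and 65 genes, and 57 of the 59 genes fell in the first of these. With log2 CPM they held 58, 42 and 187 genes, with 48 of the 59 genes in the first and 11 in the second.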

“Gene cluster” column indicates which hierarchical cluster each gene belongs to as shown in Fig. 3E.

How the deposited data were processed for this re-analysis (not part of the article)

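RNA was sequenced from 22 cultures of IMR90 cells in 6 groups. Cells with control siRNA or MSK2 siRNA were given PBS (4 and 4 libraries), 750 pM EGF for 30 min (4 and 4) or EGF for 60 min (3 and 3). Each library was assigned to its group by its label, and RPS6KA4 was lower in every library with MSK2 siRNA than in any with control siRNA of the same treatment. The paper's results text gives 24 h of serum starvation and its methods 22 to 26 h, and the labels give the PBS groups the time of 60 min.

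The authors prepared cDNA with the SMART-Seq v4 kit and libraries with Nextera XT, made reads with bcl2fastq 2.20.0.422, aligned them with STAR 2.7.9a to hg38 and counted them per gene with HTSeq 0.13.5. The values the authors deposited are whole-number counts per gene for each library, without normalization. The annotation release and HTSeq's strand setting are not stated in the text, and reads of overlapping genes and of near-identical copies are uncertain. The authors tested pairs of groups with edgeR's exact test after the same filter on CPM.

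From these counts, the 5 summary lines of each library, which name no gene and hold 18.3 to 22.4% of its reads, were left out. Of the genes in the files, 40609 had a symbol in the gene name table. The 9770 genes with more than 10 CPM in at least 2 of the 22 libraries were tested in edgeR 4.0.16 under R 4.3.3, with TMM scaling, 1 fit of the 6 group means, the quasi-likelihood test and Benjamini-Hochberg adjusted P under 0.05. Log2 fold changes and their standard errors come from this fit. Coordinates are those of GENCODE v44 on GRCh38. Alternatives were edgeR's exact test with TMM or with library sizes only, DESeq2 1.42.0 with its own test or only its size factors, library sizes only, filterByExpr, no filter on low counts, a filter over the compared groups, only the compared groups in the fit, a cutoff of 0.5 on the log2 fold change of the called genes, the replicate number as a term of the model, each library left out in turn, clustering of the genes before counting, and only replicates 1 to 3 of every group. The last was chosen after the data were seen. The others, the gene lists and the rule for named genes were fixed before the data were examined, except that the values in Data S1 and Data S2 and the labels of Fig. 3 had been seen by then.

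Named genes were, for each comparison, the 10 with the largest rise and the 10 with the largest fall among genes past the threshold whose libraries did not overlap, the genes named in the paper's text or in Fig. 3A, the 4 members of each gene list with the smallest P, and of the 59 genes termed MSK2 dependent the 10 with the largest and the 5 with the smallest fall with MSK2 siRNA. The gene lists were immediate-early transcription factors, negative feedback on growth factor signaling, secreted growth factors and cytokines, actin cytoskeleton genes regulated by SRF, targets of YAP and TEAD, of NF-kB and of p53, interferon-stimulated genes, the unfolded protein and integrated stress responses, cholesterol synthesis and uptake, S phase and mitosis, the EGF receptor to ERK cascade, H3K9 methylation and the nuclear lamina, fibroblast identity and matrix, epithelial, endothelial and leukocyte markers, and mitochondrial transcripts. Lists can share genes, such as CCN1 in those of secreted factors and of YAP and TEAD targets, so their results are not independent. Each was tested as a set with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation. The list of H3K9 methylation and the nuclear lamina also holds PIM1, a kinase that the paper cites for H3S10 phosphorylation. List levels are means of log2(CPM + 0.5).

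The tests were tried on simulated counts with 200 genes changed per run over 3 runs. Of the genes called by the quasi-likelihood test, 4.94% were false for 30 min of EGF, 6.25% for 60 min, 5.19% for the siRNAs at 60 min, 5.41% for the siRNAs after PBS and 5.02% for the difference between the responses at 60 min. The exact test with TMM was less well held, with 6.76%, 10.4%, 8.54% and 9.09% false for the first 4 of these. In 1 run, DESeq2 had 12.5%, 14.4%, 9.42%, 14.7% and 14% false for the 5. For the siRNAs after PBS, 71.1% of genes changed by 0.5 on the log2 scale were recovered. A list raised by 0.3 was found in 3 of 3 runs by both set tests. Depth per library is given with each experiment. Between replicates of a group, counts varied more than counting error alone, with chi-square per degree of freedom of 5.05 to 31.8 over 30 pairs of libraries.

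The libraries were looked at for batches by their principal components, mitochondrial share, depth and replicate number. After PBS, each library with control siRNA deviated from its group mean together with the library of the same number with MSK2 siRNA (correlations of 0.141 to 0.498 over 4 pairs), so these pairs were also tested with the replicate number as a block. This pairing comes from the data alone, since neither the labels nor the paper state it, and in no other comparison were all pairs over 0.1. Gene set enrichment with the published EGF set was not repeated, since the set was not analysed here. No values from immunofluorescence, immunoblots, mass spectrometry or CUT&RUN were analysed here.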

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

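The tests of GC content and transcript length and of the mitochondrial share were chosen only after the results were seen.

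After PBS, without EGF, MSK2 siRNA changed genes of the cytoskeleton, cholesterol metabolism and secreted factors, in a comparison the paper does not report. There were 2426 such genes, 1192 higher and 1234 lower. At 30 min of EGF, which it does not report either, 2940 genes differed between the siRNAs. After PBS, 20 of 26 secreted growth factors and cytokines passed (16 lower and 4 higher, 17 and 4 when adjusted over the list alone), such as VEGFA with a log2 fold change of −0.92. The actin gene ACTG1 fell by 0.83 on the log2 scale, with reads uncertain among near-identical actin genes, and 19 of 25 actin cytoskeleton genes passed (17 lower and 2 higher, 18 and 2 over the list alone). SRF itself fell by 1.62. Of 21 targets of YAP and TEAD, 13 passed (11 lower and 2 higher, 14 and 2 over the list alone), and the adjusted P of these 3 sets was 0.000591 with an estimated correlation. SQLE, an enzyme of cholesterol synthesis, fell by 1.18, and 16 of 18 genes of that list were lower (17 over the list alone, adjusted P = 9.5e-07 with an estimated correlation). Of 23 targets of p53, 16 passed (14 higher and 2 lower, 15 and 2 over the list alone, adjusted P = 0.000522 with an estimated correlation), TP53INP1 with a log2 fold change of 0.75 among them. Of 19 genes of the unfolded protein and integrated stress responses, 13 passed (11 lower and 2 higher, 12 and 2 over the list alone, adjusted P = 0.00435 with an estimated correlation). RRM2, a subunit of ribonucleotide reductase, fell by 1.13. Of 14 genes of S phase and mitosis, 7 passed (6 lower and 1 higher, 7 and 1 over the list alone, adjusted P = 0.0306 with an estimated correlation). The paper's flow cytometry found an unchanged cell cycle profile with MSK2 siRNA (fig. S2B).

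The 2426 genes after PBS may have technical or biological sources. Only 1 split of 35, the real one, reached the real count, and the highest of the others gave 666 genes. The real split parts all 4 pairs of libraries with the same number. The other splits that do so gave at most 1 gene, and the 666 came from a split that parts 2 pairs, but 8 splits that part 4 pairs are too few for a share under 0.05. At 60 min, in other libraries, 825 of the 1234 lower genes were lower too, against 124 for independent lists, and 704 of the 1192 higher genes were higher, against 112, which argues against chance as the whole source. In the fit with the replicate number as a block, 98.3% of the genes called there still passed in the same direction after each library was corrected for GC content and transcript length (99% without the block), which argues against such a bias as the whole cause. Mitochondrial transcripts made up 1.63 ± 0.234% of counts with control siRNA and 2.32 ± 0.379% with MSK2 siRNA after PBS (SD, n = 4 each, exact permutation test, P = 0.029). At 30 min of EGF, where the shares were 1.74 ± 0.288% and 1.78 ± 0.219% (SD, n = 4 each, exact permutation test, P = 0.89), the median log2 difference of these genes was 87.8% of that after PBS, which argues against this share as the cause. The loss of MSK2, other targets of the siRNA and the stress of transfection with it all remain open, as untested.

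The response to EGF with MSK2 siRNA, which the paper does not report, comprised 211 genes at 60 min and 76 at 30 min. Of the 59 genes termed MSK2 dependent, 44 were lower with MSK2 siRNA after PBS and 29 rose with EGF at 60 min. The mean log2 level of these 59 genes rose less with MSK2 siRNA, by a difference of −0.14, and that of the other 228 genes by one of −0.10. Both lists were chosen on the 60 min libraries with control siRNA that enter these differences, which favors negative values, so they do not show a smaller response.

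That EGF-induced genes were lower at 60 min with MSK2 siRNA may have several sources. Chance values of the EGF 60 min libraries with control siRNA, which enter both comparisons, remain open as a part of it. Simulated counts with no effect of the siRNA gave at most 1 such gene against 71, but a median of 0 genes were lowered by the siRNA in those runs, so they cannot tell how many genes the shared libraries add. Leaving out 1 of those 3 libraries left at least 51 genes, which argues against 1 library as the source. A lower level before EGF with MSK2 siRNA is in line with the median log2 difference of −0.52 over the 59 genes after PBS (between −0.57 and −0.47 in single libraries), against −0.64 at 60 min. A loss of MSK2 activity during EGF stimulation, which would lower the response itself, remains open beside it.

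The comparison of 60 with 30 min of EGF gave 176 genes, a difference between the times that was tested directly. Other splits of the same libraries gave at most 69, which argues against chance but cannot exclude it. Only 1 of 35 splits was as large, the smallest share that 35 allow, and no correction was made over the comparisons. The same holds, each with 1 of 35 splits as large, for 30 min of EGF (60 genes against at most 9 in other splits) and 60 min (259 against 150). It also holds for the siRNAs at 30 min (2940 against 1), and for EGF with MSK2 siRNA at 60 min (211 against 125) and at 30 min (76 against 0). The splits take the libraries as interchangeable, although a looser pairing by number between PBS and 30 min of EGF with control siRNA stays open. The siRNAs at 60 min gave 1897 genes, against 0 in the other splits, but 10 splits are too few for a share under 0.05. For the difference between the responses no gene passed, so all 100 regroupings gave at least as many by necessity and cannot test it. The highest gave 1791 genes at 60 min and 186 at 30 min. At 60 min, that regrouping relabelled 1 of 4 control libraries after PBS and all 3 after EGF, and the next, with 1765 genes, relabelled 3 of 4 after PBS and 0 after EGF, so that the difference between the siRNAs within treatments, a structure of these samples, entered the test. At 30 min it was 1 of 4 after PBS and 3 of 4 after EGF, and other regroupings of that kind gave 0 genes.

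Single libraries stood far from the others of their group in 5 of 100 groups tested over 25 measures. Chance gives about 1 in 20 for independent tests. The 25 measures come from the same libraries, so this rate cannot decide whether the flags are chance. The groups at 60 min of EGF, with 3 libraries each, were not tested in this way. PBS replicate 4 with control siRNA lay at 24.48 on the second principal component, against 1.92 to 4.76 for the other 3. That library also had the fewest counts of all, 7893209, and 11.1 CPM of RPS6KA4, against 21.7 to 25.4. Without it, 18 genes passed for the difference between the responses at 30 min, against 0 with it. DUSP1 had 240.2 CPM in replicate 4 at 30 min of EGF with control siRNA, against 193 to 200.4 in the others, and 229 CPM in replicate 1 with MSK2 siRNA, against 256 to 256.5. SNX18 had 45.0 CPM in replicate 2 at 30 min with control siRNA, against 54.5 to 56.1. FOS had 6.88 CPM in replicate 3 after PBS with MSK2 siRNA, against 10.9 to 11.4.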

How the results depend on the processing

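The fit with only replicates 1 to 3 of every group was chosen after the data were seen, and the other alternatives before. Of 434 called values of named genes, over 8343 values under alternatives, 7967 kept their direction and call, 376 lost the call and 0 were reversed. With an estimated correlation, 182 of the gene set tests had the same outcome, passing or not, as with the preset one. The other 28 no longer passed. Total counts of genes past the threshold not given here stayed within 1.5 times those reported, whereas counts of lower genes after EGF did not.

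Keeping only called genes with a log2 fold change above 0.5 left 110 genes between 60 and 30 min of EGF (against 176). Between the siRNAs it left 913 genes at 60 min (against 1897), 1021 at 30 min (against 2940) and 919 after PBS (against 2426), with 36 EGF-induced genes lowered by MSK2 siRNA (against 71) and 37 of the 59 genes lower at 60 min. This cutoff leaves the adjusted P values as they were. Without a filter on low counts there were 297 genes between 60 and 30 min, 216 at 30 min with MSK2 siRNA (against 76), 4 for the difference between the responses at 60 min and 49 at 30 min (against 0 for both). The exact test with library sizes only gave 131 genes at 30 min with MSK2 siRNA. DESeq2 gave 3 genes for the difference at 60 min, 1 of them among the 59, and replicates 1 to 3 gave 1. Clustering by log2 CPM left 38 lowered genes and clustering by CPM 57, while 0 passed with the difference between the responses in place of the direct comparison. Of the genes higher at 60 min, 123 in place of 186 were not called at 30 min with log2 fold changes above 0.5. The cause of the changes under the other settings was not tested.

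The 17 genes lower at 60 than at 30 min became 10 with log2 fold changes above 0.5, 36 with DESeq2, 39 and 43 with the exact tests, 51 with the replicate block, 58 with only the compared groups, 68 with replicates 1 to 3, 75 without a filter and 5 without EGF 60 min replicate 2. The 5 lower at 60 min with MSK2 siRNA became 2 to 11, the 1 at 30 min 0 to 4, the 15 at 60 min 4 to 41 and the 0 at 30 min up to 10.

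Leaving out 1 library gave 115 to 160 genes between 60 and 30 min (115 without EGF 60 min replicate 2 with control siRNA and 117 without replicate 1), 0 to 1 for the difference at 60 min (1 without PBS replicate 1 or 4 with control siRNA) and 0 to 18 for it at 30 min (18 without that replicate 4). The ranges were 45 to 59 genes at 30 min of EGF, 202 to 246 at 60 min, 2107 to 2474 for the siRNAs after PBS and 51 to 66 for the lowered genes.

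With the replicate number as a block, the difference between the responses at 60 min gave 2 genes, DUSP1 and ITPRIP, against 0. The block moved 60 to 65 genes at 30 min, 259 to 260 at 60 min, 1897 to 2102 for the siRNAs at 60 min and 71 to 81 for the lowered genes. After PBS, where the numbers pair the libraries of the siRNAs, it moved 2426 to 2636 genes and 2 to 10 higher mitochondrial transcripts, and the set test of 26 immediate-early factors with the preset correlation from 0.055 to 0.0476, and it changed no other set test. In the other comparisons at least 1 pair did not exceed 0.1, although 3 of 4 did between PBS and 30 min of EGF with control siRNA (0.163 to 0.414), so a looser pairing there stays open. Over 51 pairs with the same number, correlations of deviations from the group means ran from −0.344 to 0.526 (median 0.0441), 16 were over 0.1, and 11 of 22 libraries correlated best with their own number. The exact test of edgeR cannot give the difference between the responses, so it has no value for it.

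Depth limits genes with few counts, and a difference of 0.5 on the log2 scale between responses was recovered in 32.8% of simulated genes.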

Differences from the paper's values

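At 30 min of EGF, the paper's supplement lists 2 genes as lower, and edgeR's quasi-likelihood test called 0. At an unadjusted P under 0.05 there were 206 lower genes, no more than chance alone could give. Of the alternatives set before the data were examined, both exact tests and DESeq2's test gave 2. Of simulated calls, 6.76% were false with the exact test with TMM and 12.5% with DESeq2, against 4.94% with the quasi-likelihood test, and the exact test with library sizes only was not simulated. The alternatives with DESeq2 size factors, library sizes only, filterByExpr, a filter over the compared groups, only the compared groups or a log2 fold change above 0.5 gave 0, the replicate block gave 1 and no filter gave 10, and all of these differ.

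At 60 min, the paper's supplement lists 26 genes as lower and the same test called 15. The count lies within 1.5 times the paper's with the exact test with TMM (29) or library sizes only (27), DESeq2's test (27), filterByExpr (23) and without PBS replicate 3 with control siRNA (19). In simulated counts 10.4% of the calls of the exact test with TMM and 14.4% of those of DESeq2 were false, against 6.25%. The other alternatives differ, from 4 with only the compared groups in the fit to 41 without a filter. The paper's methods name edgeR's exact test. The legend of Fig. 3A gives a log fold change over 0.5 for up-regulated genes, whereas the supplement holds 20 higher genes at 30 min and 107 at 60 min at or below that value, so the counts here use no minimum.

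The paper states that MSK2 knockdown prevented the EGF-induced expression of the 59 genes. All 59 were lower with MSK2 siRNA at 60 min here too, in the libraries on which they were chosen. Their mean log2 responses differed by −0.14, a sign that this choice favors. With MSK2 siRNA, 29 of the 59 still rose with EGF past the threshold. The difference between the responses passed for 0 of them in edgeR (3 positive and 5 negative at an unadjusted P under 0.05) and for 1, ZNRF3, in DESeq2.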

Other observations

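Before EGF, the 71 genes that rose with EGF and were lower with MSK2 siRNA at 60 min were mostly lower already, 53 of them past the threshold after PBS, and 49 rose with EGF with MSK2 siRNA. Independent lists of these sizes would share 8.97 and 1.5 genes, and each pair of comparisons shares libraries of 1 group. PTGS2 had 1.58 CPM after PBS and 11.0 CPM at 60 min with MSK2 siRNA, and the difference of its responses between the siRNAs was −0.02 (SE 0.45 on the log2 scale). Of these 71 genes, 50 are among the 59 genes of the paper.

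Genes lower with MSK2 siRNA at 60 min were largely lower after PBS too, 825 in both, against 124 for independent lists, and 704 were higher in both, against 112. These comparisons share no libraries.

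Other kinases of the family differed between the siRNAs after PBS. RPS6KA1 and RPS6KA2, which code for RSK kinases, had log2 fold changes of −0.98 and −0.47, and RPS6KA3 had one of 0.40. Several lists did not pass their set tests after PBS with an estimated correlation. Among them were 20 targets of NF-kB (7 lower, 10 over the list alone, adjusted P = 0.323). The 26 immediate-early factors had 9 lower and 4 higher (11 and 4 over the list alone, adjusted P = 0.544). The 26 fibroblast and matrix genes had 11 lower and 4 higher (11 and 7 over the list alone, adjusted P = 0.565). The 15 mitochondrial transcripts had 2 higher (10 with the replicate number as a block, adjusted P = 0.582). Feedback genes (adjusted P = 0.741), interferon-stimulated genes (0.808) and the ERK cascade (0.741) did not pass either. The same held for H3K9 methylation and the lamina (0.663) and for epithelial markers (0.998).

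Markers of other cell types were low. Over the groups, summed markers gave 59.6 to 71.8 CPM for epithelium, of which KRT18 made up 35.7 to 48.7, 20.4 to 60.0 CPM for endothelium, of which TEK made up 15.5 to 54.9, and 0.669 to 1.25 CPM for leukocytes, of which LAPTM5 made up 0.156 to 0.381. The fibroblasts express KRT18 and TEK in every group.

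Simulated counts that carried the difference between the siRNAs after PBS to 60 min gave 453 genes higher with EGF, and those with no effect of the siRNA gave 451.5, against 244 in the data. Neither count of lowered genes, a median of 109.5 in the former and 0 in the latter, can therefore be set against 71.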
